# Transcriptomic responses in the oral cavity of F344 rats and B6C3F1 mice following exposure to Cr(VI): Implications for risk assessment

**DOI:** 10.1002/em.22064

**Published:** 2016-11-15

**Authors:** Chad M. Thompson, Julia E. Rager, Mina Suh, Caroline L. Ring, Deborah M. Proctor, Laurie C. Haws, Rebecca C. Fry, Mark A. Harris

**Keywords:** hexavalent chromium, mode of action, transcriptomics, risk assessment

## Abstract

Exposure to hexavalent chromium [Cr(VI)] in drinking water was previously reported to increase oral tumor incidence in F344 rats. To investigate the mode of action for these tumors, transcriptomic profiles in oral mucosa samples of F344 rats and B6C3F1 mice were analyzed following exposure to 0.1–180 ppm Cr(VI) for 7 or 90 days. In rats, genome‐wide microarray analyses identified no significantly differentially expressed genes (DEGs) at either time point. In mice, 14 and 1 DEGs were respectively identified after 7 and 90 days of exposure. Therefore, relaxed statistical criteria were employed to identify potential DEGs (pDEGs), followed by high‐throughput benchmark dose modeling to identify responsive pDEGs for pathway enrichment analysis. This identified 288 and 168 pDEGs in the rat oral mucosa, of which only 20 and 7 showed evidence of dose‐response. No significant pathway enrichment was obtained with either pDEG or dose‐responsive pDEG lists. Similar results were obtained in mice. These analyses indicate a negligible transcriptional response in the oral mucosa of both species. Comparison of the total number of gene changes in the oral mucosa of rats and mice with responses in the duodenum of animals from the same study demonstrated remarkable dose‐response concordance across tissues and species as a function of tissue chromium concentration. The low chromium levels in the oral mucosa and negligible transcript response are consistent with an absence of tissue lesions. These findings are used to compare the merits of linear and nonlinear approaches for deriving toxicity criteria based on the oral tumors in rats. Environ. Mol. Mutagen. 57:706–716, 2016. © 2016 The Authors. Environmental and Molecular Mutagenesis Published by Wiley Periodicals, Inc.

**Abbreviations**
AIC: Akaike information criterion
ANOVA: analysis of variance
BMD: benchmark dose
BMR: benchmark response
BPD: breakpoint dose
DAVID: Database for Annotation, Visualization and Integrated Discovery
DRC: dynamic reaction cell
FC: fold‐change
FDR: false discovery rate
HED: human equivalent doses
ICP‐MS: inductively coupled plasma‐mass spectrometr
MCL: maximum contaminant level
MF: mutant frequency
NTP: National Toxicology Program
PCA: principal component analysis
SDD: sodium dichromate dihydrate
TGR: transgenic rodent

## INTRODUCTION

Chromium from natural and anthropogenic sources is present in drinking water in trivalent [Cr(III)] and hexavalent [Cr(VI)] forms [Ellis et al., 2002; Oze et al., 2007; McNeill et al., 2012; U.S. EPA, 2014]. Average concentrations of Cr(VI) in U.S. drinking water supplies range from ∼0.0002 ppm [EWG, 2011] to 0.001 ppm [U.S. EPA, 2014]. The current U.S. maximum contaminant level (MCL) is 0.1 ppm total chromium [U.S. EPA, 1991; U.S. EPA, 1998], which is based on the absence of toxicity in Sprague‐Dawley rats exposed to 25 ppm Cr(VI) in drinking water for one year [Mackenzie et al., 1958]. More recently, the National Toxicology Program (NTP) reported that chronic exposure to ≥30 ppm Cr(VI) increased small bowel tumors (primarily in the duodenum) in B6C3F1 mice, and that exposure to 180 ppm increased oral mucosa tumors in F344 rats [NTP, 2008b; Stout et al., 2009].

Although the average Cr(VI) levels present in drinking water are well below the MCL, risk assessments based on the more recent NTP studies may result in new drinking water standards—depending on the toxicity endpoints, modes of action (MOAs), and quantitative dose–response approaches employed. As part of an investigation into the MOA of the tumors observed in the NTP cancer bioassay, 90‐day drinking water studies were conducted in F344 rats and B6C3F1 mice, with exposures ranging from 0.1 to 180 ppm Cr(VI) [Thompson et al., 2011; Thompson et al., 2012]. Animals in these studies were designated for either histopathological, pharmacokinetic, biochemical, or toxicogenomic evaluation. The two primary tissues of interest were the carcinogenic targets in the NTP cancer bioassay (small intestine and oral mucosa). In both rats and mice, robust dose‐dependent changes in gene expression occurred in the duodenum, particularly in mice at the higher exposure concentrations [Kopec et al., 2012a; Kopec et al., 2012b]. Based on mechanistic data in the small intestine, several groups have concluded that the MOA for intestinal tumors involves cytotoxicity and regenerative hyperplasia [Thompson et al., 2013; Becker et al., 2015; Haney, 2015; HealthCanada, 2015], and have developed threshold‐based toxicity criteria for these tumors [Thompson et al., 2014; Haney, 2015; HealthCanada, 2015; TCEQ, 2016].

The aforementioned Cr(VI) studies [Thompson et al., 2011; Thompson et al., 2012] also analyzed transcriptomic data from the oral mucosa, which were not published due to overall weak transcriptomic responses. However, two recent developments indicate that these oral mucosa transcriptomic data should be revisited. First, the oral mucosa (including the gingiva, palate, and buccal regions) was recently qualified for use in transgenic rodent (TGR) *in vivo* mutation assays to permit investigation of mutagenic potential in the oral cavity of Big Blue® TgF344 rats [Young et al., 2015]. Using the OECD 28 + 3 exposure protocol (i.e., 28 days of exposure followed by necropsy on day 31), the oral mutagenic carcinogen 4‐nitroquinoline‐1‐oxide (4NQO) increased mutant frequency (MF) 20‐ to 50‐fold in the oral mucosa, but not in liver or bone marrow [Young et al., 2015]. A subsequent study from the same laboratory again found that 4NQO increased MF in the oral mucosa, whereas exposure to 180 ppm Cr(VI) did not increase MF in the oral mucosa of TgF344 rats [Thompson et al., 2015].

The second development is that the NTP has a new initiative to analyze transcriptomic data from *in vitro* and *in vivo* studies, with the rationale that transcriptomic responses provide a link between exposure and apical effects (e.g., exposure and disease), and can assist in hazard identification and risk assessment [Merrick et al., 2015]. As such, transcriptomic responses in the oral mucosa might be more sensitive and informative than histopathology or TGR assays. On the other hand, negligible responses in a target tissue can still provide important information for hazard identification, MOA, and risk assessment, such as providing evidence for indirect and/or threshold mechanisms. Notably, histopathological analyses of the oral mucosa have revealed no non‐neoplastic or pre‐neoplastic lesions in either rats or mice after exposure to Cr(VI) for 7 days, 13 weeks, or 2 years [NTP, 2007; NTP, 2008b; Thompson et al., 2011; Thompson et al., 2012].

To further investigate the MOA for oral tumors and inform human health risk assessment for Cr(VI), we re‐analyzed the unpublished microarray data generated from previous 90‐day Cr(VI) drinking water studies [Thompson et al., 2011; Thompson et al., 2012]. Herein we describe the transcriptomic analyses from the oral mucosa of F344 rats and B6C3F1 mice exposed to ≤180 ppm Cr(VI) for 7 and 90 days. We also assessed the dose–response concordance across tissues and species by plotting gene expression changes as a function of tissue chromium burden. These data were then used to compare the merits of nonlinear and linear no‐threshold risk assessment approaches for the oral tumors in rats. The data and analyses herein should be informative for risk assessors evaluating the human health risks of oral exposure to Cr(VI) in drinking water.

## MATERIALS AND METHODS

### Test Substance

Rats and mice were exposed to Cr(VI) in the form of sodium dichromate dihydrate (SDD) as described previously [Thompson et al., 2011; Thompson et al., 2012]. In brief, SDD (CAS 7789‐12‐0; 99.95% pure) was obtained from Sigma‐Aldrich, Inc. (Milwaukee, WI) and stored at room temperature and protected from light. Dose formulations were prepared every two weeks at concentrations of 0.3, 4, 14, 60, 170, and 520 mg/L SDD in tap water, which is equivalent to ∼0.1, 1.4, 5, 20, 60, and 180 ppm Cr(VI). The latter four concentrations were employed in the NTP 2‐year cancer bioassay [NTP, 2008b]. Rats did not receive 14 mg/L SDD. The lowest concentration was selected because it is similar to the current U.S. EPA MCL [U.S. EPA, 1991; U.S. EPA, 1998]. On the first, third, fifth, and seventh (final) batch preparations, samples of formulations for each dose group, including the control, were collected and analyzed for Cr(VI) content at Brooks Rand Laboratories (Seattle, WA) in accordance with EPA Method SW‐7196A. Batches found to differ from the target concentration by ±10% were not used. Test article stability was previously determined by NTP [NTP, 2007]; dose formulations of SDD were stored in sealed Nalgene carboys at room temperature and protected from light.

### Test Animals

Details regarding animals, vendors, and animal husbandry were described previously [Thompson et al., 2011; Thompson et al., 2012]. The in‐life portion of these studies were conducted at Southern Research Institute (Birmingham, AL), which is the same research facility that conducted the NTP 13‐week and 2‐year Cr(VI) bioassays [NTP, 2007; NTP, 2008b]. Female Fischer 344 rats (Charles River Laboratories International, Inc.; Stone Ridge, NY) were received at ∼4 weeks of age and allowed to acclimate for ∼2 weeks. Rats weighed 83.1 to 126.4 g at the start of exposure. Female B6C3F1 mice (Charles River, Raleigh, NC) were received at 4–5 weeks of age and allowed to acclimate for ∼2 weeks. Mice weighed 13.3 to 22.9 g at the start of exposure. All animals were allowed *ad libitum* access to irradiated NTP‐2000 wafers (Zeigler Bros., Gardners, PA) and drinking water (including test article) until study termination at days 8 or 91 of the study. Water and Cr(VI) were supplied in amber glass water bottles with Teflon‐lined lids and stainless steel, double‐balled sipper tubes. Water bottles were changed twice weekly, or as needed. Before the start of the study, samples of tap water from the animal facility were analyzed, and no known contaminants were present that would be expected to interfere with or affect the outcome of the study.

The animals were group‐housed (five per cage) in solid bottom polycarbonate cages on a stainless steel rack in a room maintained at a temperature of 60.7°F–84.1°F and a relative humidity of 24.7–100%. Excursions outside the desired temperature (69°F–75°F) and humidity (35–65%) ranges were brief in duration and did not adversely affect the health of the animals or outcome of the study. Fluorescent lighting provided illumination approximately 12 h per day. Irradiated hardwood bedding chips (Sani Chips; P.J. Murphy Forest Products Corp., Montville, NJ) were used as bedding material. No known contaminants were present in the bedding that would have been expected to interfere with or affect the outcome of the study. Cage size and animal care conformed to the guidelines of the Guide for the Care and Use of Laboratory Animals, the U.S. Department of Agriculture through the Animal Welfare Act (Public Law 99‐198) and to the applicable SOPs of Southern Research.

Water and food consumption were measured weekly throughout the study, and values were reported as an average consumption (milliliters/animal per day or grams/animal per day, respectively). Animals were weighed the week before treatment began (for randomization), on day 1, weekly thereafter, and prior to scheduled euthanasia. All animals were observed for signs of mortality and moribundity at least twice daily during the pre‐study and study periods. Each animal was examined for clinical signs of toxicity on day 1 and weekly thereafter.

### Study Design

Details regarding study design were described previously [Thompson et al., 2011; Thompson et al., 2012] and are summarized in Supporting Information Figure S1 and Supporting Information Table I. Briefly, the study was designed to investigate the MOA for tumors observed in the NTP (2008) cancer bioassay on Cr(VI) by replicating exposure conditions for 13 weeks and collecting data from target tissues (i.e., duodenum and oral mucosa). Groups of 5 to 10 animals were randomly assigned to specific groups for analysis (histopathology, pharmacokinetics, toxicogenomics, biochemical, and mutation) prior to the start of the study. Animals were necropsied after either 7 or 90 days of exposure, and are referred to herein as either Day 8 and Day 91 groups. Because male and female mice responded similarly to Cr(VI) in the NTP (2008) study, only female mice were used in this study. The design of this study was informed by an expert panel (report is available at http://www.tera.org/Peer/Chromium/Chromium.htm). Data from this study are publicly available for download at www.cr6study.info.

### Measurement of Chromium in Oral Mucosa

Samples of the oral cavity and duodenum were collected for evaluation of total chromium (Cr) content following 90 days of exposure to Cr(VI). Five animals per group were anesthetized using CO_2_, and tissues were removed, flushed of contents, snap frozen, and stored at approximately 80°C. Samples were shipped frozen to Brooks Rand Laboratories where samples were thawed, lightly homogenized, and ∼100 mg of tissue was digested in nitric acid in a controlled microwave digestion program. Samples were then brought to a final volume of 8 ml with deionized water. Analysis was performed using EPA Draft Method 1638 (modified) using inductively coupled plasma‐mass spectrometry (ICP‐MS) with dynamic reaction cell (DRC) technology. Digested samples were analyzed utilizing internal standardization with rhodium. The limit of detection was 0.02 μg Cr/g tissue. Statistical analysis was conducted using Shirley's test [Shirley, 1977]. These tissue data were previously published [Thompson et al., 2011; Thompson et al., 2012], but are shown herein to further understand the transcriptomic responses.

### Transcriptomic Analyses

Oral tissue samples were prepared in a manner similar to those described previously for the small intestine [Kopec et al., 2012a; Kopec et al., 2012b]. Briefly, oral mucosa samples (*viz*. upper hard and soft palate) from behind the upper front teeth back to the soft palate were placed into vials containing ∼1 mL of TRIzol (Invitrogen, Carlsbad, CA), snap‐frozen in liquid nitrogen, stored at −80°C, and total RNA was extracted following manufacturer's protocol. Only high‐quality RNA samples (A260/280 > 1.9) were examined using Rat and Mouse 4 × 44 K Agilent whole‐genome oligonucleotide microarrays (version 1, Agilent Technologies, Inc., Santa Clara, CA) as described previously [Kopec et al., 2012a; Kopec et al., 2012b]. The tissue samples and microarrays were processed shortly after collection (i.e., *ca*. 2012). Microarray data are publicly available at www.Cr6study.info and NCBI's Gene Expression Omnibus [Edgar et al., 2002], accessible through GEO Series accession number GSE87262.

Microarrays incorporated independent labeling of each sample with two different dyes that were scanned using a GenePix 4000B scanner at 532 nm for Cy3 labeling (green dye), and 635 nm for Cy5 labeling (red dye). The mRNA microarray data were analyzed by pulling data for the median Cy3 dye signal, because the Cy5 dye signal has been shown to be susceptible to laboratory‐introduced biases/errors (e.g., ozone) [Fare et al., 2003]. Data were then normalized by quantiles (Partek Genomics Suite, St Louis, Missouri) and assessed for overall quality through microarray expression value distribution assessment (i.e., comparison of mean, median, minimum, and maximum signal intensities) and principal component analysis (PCA). PCA was conducted using the prcomp() function in R (RStudio v0.99.489) with the first three components plotted using the scatterplot3d() function. Background noise was eliminated by removing mRNA probes with signal intensities less than the median signal across the majority of samples. Significantly differentially expressed genes (DEGs) were defined as those with a significant difference in mRNA levels between exposed (*n* = 3) versus unexposed (*n* = 3) samples, where three statistical requirements were set: (1) fold change of ≥2 or ≤−2 (average exposed vs. average unexposed), (2) analysis of variance (ANOVA) *P* < 0.05, and (3) a false discovery rate (FDR) corrected q <0.05. These methods and statistical parameters are similar to those implemented in recent publications using Agilent array data [Bartman et al., 2014; Rager et al., 2014]. Furthermore, these methods and overall design, including the use of biological triplicates, are in line with current guidelines for microarray analyses [Bourdon‐Lacombe et al., 2015].

An additional analysis was carried out through the evaluation of microarray data uploaded on NCBI's GEO website using the GEO2R data analysis pipeline (https://www.ncbi.nlm.nih.gov/geo/info/geo2r.html). GEO2R is a web tool that allows users to statistically compare gene expression profiles between sample groups using the GEOquery and Linear Models for Microarray Analysis (limma) R packages. Default statistical values were generated, including adjusted *P*‐values based off the Benjamini & Hochberg FDR method. Genes (represented by probesets) were required to have adjusted *P* < 0.05 (comparing exposed vs. unexposed samples) in order to be identified as significantly differentially expressed.

Microarray results from the small intestine were also used in this evaluation, with the goal of comparing tissue Cr levels against the number of DEGs across multiple tissues. Microarray data from the small intestine have been processed, analyzed, and published previously using different methods [Kopec et al., 2012a; Kopec et al., 2012b]. To ensure consistency in the current cross‐tissue analysis, microarray data from the small intestine were re‐analyzed here using the same updated methods described above for the oral mucosa analysis.

### Evaluating Dose‐Response Concordance Across Tissues and Species

The number of significant DEGs in the oral mucosa and duodenum were plotted against tissue Cr levels, and the potential relationship was evaluated with bi‐linear modeling using the *segment* [Muggeo, 2008] function of the *drsmooth* [Hixon et al., 2015] package for R (http://www.R-project.org). To model these data, replicate values per dose were required to establish levels of variance. As such, the number of DEGs for each exposed animal was estimated by evaluating the significant DEGs and summing those with fold‐change (FC) values ≥2 per animal (where FC = individual exposed animal/average unexposed animals). There were 3 biological replicates per dose group with the exception of only 2 replicates in one low‐dose mouse duodenum group. These calculations resulted in a range for the number of DEGs that could be modeled for each tissue Cr dose. Note that the number of DEGs per animal, in some instances, differed from the total number of DEGs per exposure group.

### Transcriptomic Analysis Using Relaxed Statistical Criteria

Current guidelines for gene expression profiling in the field of human health risk assessment encourage the use of data adjustment for false positives, wherein FDR adjustment is specified as a commonly used approach [Bourdon‐Lacombe et al., 2015]. For the current dataset, transcriptomic responses were extremely minimal using these traditional filters. In order to ensure that any potentially relevant findings were not overlooked, a new approach (Fig. 1) was employed in which potential DEGs (pDEGs) were identified using relaxed statistical criteria and then further analyzed for potential dose‐dependent responses to Cr(VI). The following two requirements were set to identify pDEGs: (1) fold change of ≥1.5 or ≤−1.5 (average exposed vs. average unexposed), and (2) ANOVA *P* < 0.05 with no FDR *q*‐value filter used.

**Figure 1:**
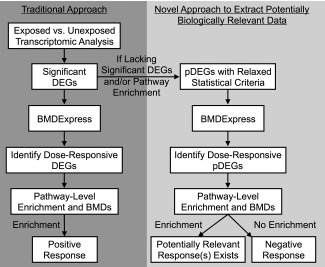
Flowchart summarizing steps conducted in more traditional transcriptomic analyses estimating pathway‐level BMDs (left side) versus steps conducted in the current study to search for potentially relevant responses using less stringent statistical criteria (right side). The new approach relaxes statistical stringency to identify potential DEGs (pDEGs) in exposed versus unexposed samples, and then filters these for pDEGs showing dose‐dependent changes. Pathway analysis of these pDEGs can either identify potentially biologically relevant changes in signaling or confirm overall negative transcriptomic responses.

Dose–response modeling was conducted with BMDExpress v1.4 using methods previously detailed [Yang et al., 2007; Moffat et al., 2015]. For the relatively weak transcript responses in this study, the aim of using BMDExpress to evaluate pDEGs was not to derive BMD values *per se*, but rather to use BMDExpress to identify genes potentially showing dose‐dependent responses to Cr(VI). Briefly, analyses were carried out on each list of pDEGs (represented by their respective microarray probesets) against SDD treatment concentration using four models: Hill, power, linear, and 2° polynomial. The models were run assuming constant variance, and a benchmark response (BMR) factor of 1.349 was used, representing the number of standard deviations required to shift the mean transcriptional response 10% over the assumed background rate of response, defining the benchmark dose (BMD). Models with the best fit were selected as those that (1) described the data with the least complexity, (2) had a nested likelihood ratio test *P* < 0.05, and (3) had the lowest Akaike information criterion (AIC). The Hill model was considered only when the k parameter was more than one third of the lowest dose tested, in order to avoid artificial minimization of BMDs. Other parameters used in the analysis included setting the maximum iterations to 250 and the confidence level to 0.95. Probesets were removed if they showed either BMD/BMDL (BMD lower confidence limit) ratios > 20, BMD values less than one third of the lowest SDD concentration tested, and/or BMD values greater than the highest concentration tested in order to avoid model extrapolation. In order for the models to adequately describe potential dose‐response trends in gene expression, curves were required to have goodness‐of‐fit *P* > 0.1 (likelihood ratio test) [Yang et al., 2007; Moffat et al., 2015]. Pathway enrichment analysis of the pDEGs showing dose–response relationships with SDD exposure was carried out using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (v6.7) by querying the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database [Huang et al., 2009]. Pathways with enrichment *P* < 0.05 were identified as associated with dose‐responsive pDEGs.

### Dose‐Response Modeling of Oral Tumors in F344 Rats

Dose–response modeling of oral tumor data was conducted with U.S. EPA's BMDS v2.6, and in accordance with U.S. EPA guidelines [U.S. EPA, 2012]. The estimated Cr(VI) study doses in rats [mg/kg Cr(VI)] were converted to human equivalent doses (HED) by allometric scaling prior to BMD modeling, consistent with U.S. EPA recommendations [U.S. EPA, 2011]. These HEDs along with corresponding tumor incidence data from the NTP 2‐year bioassay [NTP, 2008b] were modeled using the 1^st^, 2^nd^, and 3^rd^ degree multistage cancer models with a BMR of 10% extra risk. The model with lowest AIC and acceptable goodness‐of‐fit *P*‐value was selected.

## RESULTS

### Chromium Dosimetry in the Oral Mucosa and Duodenum

Tissue dosimetry data following 90 days of exposure to 0.1–180 ppm Cr(VI) in drinking water were published previously [Thompson et al., 2011; Thompson et al., 2012]; the tissue burden in the oral cavity and duodenum of both rats and mice are shown in Figure 2. Tissue chromium levels in the oral mucosa were increased significantly in rats and mice exposed to ≥20 ppm Cr(VI) for 90 days (Fig. 2). Exposure to ≤5 ppm Cr(VI) for 90 days did not significantly increase chromium levels in the oral mucosa of either species. Tissue Cr levels were much higher in the duodena of the same mice and rats, reaching up to 61 mg/kg (Fig. 2).

**Figure 2:**
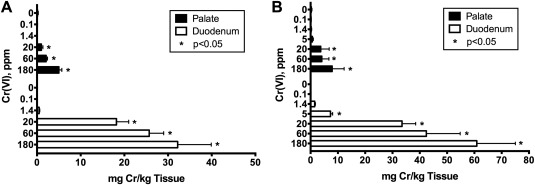
Oral and duodenal tissue chromium levels in rats (**A**) and mice (**B**) exposed to ≤180 ppm Cr(VI) in drinking water for 90 days. Data represent mean and SD (*n* = 5). These data are adapted from previous publications [Thompson et al., 2011; Thompson et al., 2012].

### Significant DEGs as a Function of Tissue Burden

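Only the mouse arrays were analysed here, not the rat arrays or the tissue chromium levels. RNA from the duodenum and from the palate of female B6C3F1 mice was labeled with the dye Cy3 and hybridized to Agilent whole-genome arrays, on which each oligonucleotide probe reports the level of a transcript. The arrays of each tissue and necropsy day form 6 dose sets, from mice whose drinking water held 0.3, 4, 14, 60, 170 or 520 mg/L SDD (0.1, 1.4, 5, 20, 60 or 180 ppm Cr(VI)). The array labels give 20.9 and 59.3 ppm for the sets called 20 and 60 ppm here. A set holds the arrays of 3 exposed mice and 3 vehicle arrays. The duodenum set at 1.4 ppm on day 91 holds 2 and 2. The vehicle arrays of the 6 sets come from the same 3 unexposed mice, hybridized anew for each set, so that the duodenum at day 91 has 17 arrays from 17 exposed mice and 17 vehicle arrays from 3 mice. The authors deposited the median Cy3 signal of each probe after quantile normalization. The values are on a log2 scale, and each tissue and day was normalized separately. Whether background was subtracted is not stated in the sources used. Of 41174 gene probes, 31339 carry 1 gene symbol and 9835 carry none. Following the methods, probes at or above the median of all values of that tissue and day in the majority of its arrays were kept, 19545 in the duodenum and 20400 in the palate at day 91. The exposed arrays of a set were compared with the vehicle arrays of the same set by limma, with Benjamini-Hochberg adjustment over the probes kept. The analysis of variance of the methods was run as an alternative. A gene counted as a DEG when a probe with its symbol had an unadjusted and an adjusted p under 0.05 and a fold change of at least 2 either way, taken from the difference of the mean log2 values. Alternatives also had all groups of a tissue and day in one fit, the vehicle arrays averaged per mouse, or the replicate number as a block, and left out each exposed or vehicle replicate in turn. With 3 arrays per group, a small change in a transcript that varies between mice is not detectable.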

Using standard statistical criteria (e.g., multiple test correction and ≥±2‐fold change in expression), the number of DEGs were plotted as a function of tissue chromium levels in the duodena and oral mucosae of rats and mice following 90 days of exposure (Fig. 3). This plot demonstrates strong dose–response concordance across species and across tissues. 

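At 0.1, 1.4 and 5 ppm, limma called 0 DEGs in the duodenum at day 91. At these doses 454, 467 and 620 probes had an unadjusted p under 0.05, where 977 are expected by chance, and the smallest adjusted p was 0.579, 0.999 and 1.00. The analysis of variance of the methods also gave 0 at each of the 3 doses. With all groups in one fit, limma and the analysis of variance each called 1 DEG at 5 ppm. In the palate at day 91, limma called 0 DEGs at each of the 6 doses. From the lowest to the highest dose, 647, 1471, 2123, 575, 644 and 735 of the 20400 palate probes had an unadjusted p under 0.05 (1020 expected by chance), and the smallest adjusted p was 1.00, 0.660, 0.443, 1.00, 1.00 and 1.00. The analysis of variance gave 0 in the palate too, and so did each fit without 1 replicate. Among the alternatives run, limma with all groups in one fit and the vehicle arrays averaged per mouse called 2 palate DEGs, both at 60 ppm.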

Tissue chromium levels below ∼10 mg/kg elicited minimal, if any, transcriptomic responses in the oral mucosa or duodenum. Duodenal chromium levels greater than ∼10 mg/kg elicited transcriptomic responses in both rats and mice (Fig. 3). 

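At 20, 60 and 180 ppm, limma called 33, 811 and 776 DEGs in the mouse duodenum at day 91, or 994 at any dose. Of these, 13, 378 and 365 were raised and 20, 434 and 412 lowered. A gene with probes called both ways counts in both. An unadjusted p under 0.05 was found for 3359, 6576 and 5884 probes. The genes named at 180 ppm were picked by a fixed rule, as the 3 largest rises and the 3 largest falls among DEGs whose 3 exposed arrays all lay beyond all 3 vehicle arrays, an arrangement that chance gives in 10% of comparisons of 3 with 3. The rises were membrane bound O-acyltransferase domain containing 1 (Mboat1; log2 fold change 3.56, SE 0.55, limma adjusted p = 0.0156) and the mast cell proteases Mcpt1 (3.44, SE 0.20, limma adjusted p = 0.00129) and Mcpt4 (3.28, SE 0.17, limma adjusted p = 0.00129). The falls were deoxyribonuclease 1 (Dnase1; log2 fold change -5.07, SE 0.29, limma adjusted p = 0.00129), Sectm1b (-4.83, SE 0.26, limma adjusted p = 0.00129) and Unc93a (-4.59, SE 0.20, limma adjusted p = 0.00101). For Sectm1b 1 vehicle array was at the top of the scale, so its fall is a lower bound. The call of Mboat1 was lost with the analysis of variance for 2 groups (adjusted p of 0.0667, at the same log2 fold change) and without exposed replicate 1, 2 or 3 (limma adjusted p = 0.0839, 0.0717 and 0.0780; range over its alternatives 5.39e-06 to 0.0839), while the log2 fold change without these stayed at 3.523, 3.599 and 3.548. The count at 20 ppm was the most variable. It was 198 with all groups in one fit and averaged vehicle arrays, 118 with averaged vehicle arrays, 5 with the analysis of variance for 2 groups, 169 with that for all groups and 0 with the replicate block. It was 2 without exposed replicate 2, and 0 without exposed replicate 1 or 3 or any of the 3 vehicle replicates. At 60 ppm it fell to 464 without exposed replicate 1 and to 409 without exposed replicate 2. At 180 ppm it was 179, 264 and 213 without exposed replicates 1, 2 and 3, 1229 without vehicle replicate 1, and 425 with the analysis of variance for 2 groups. Setting such counts beside the chromium content of the same tissues, the paper concludes that the dose-response of the oral mucosa and that of the duodenum are concordant.

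**Figure D1:**
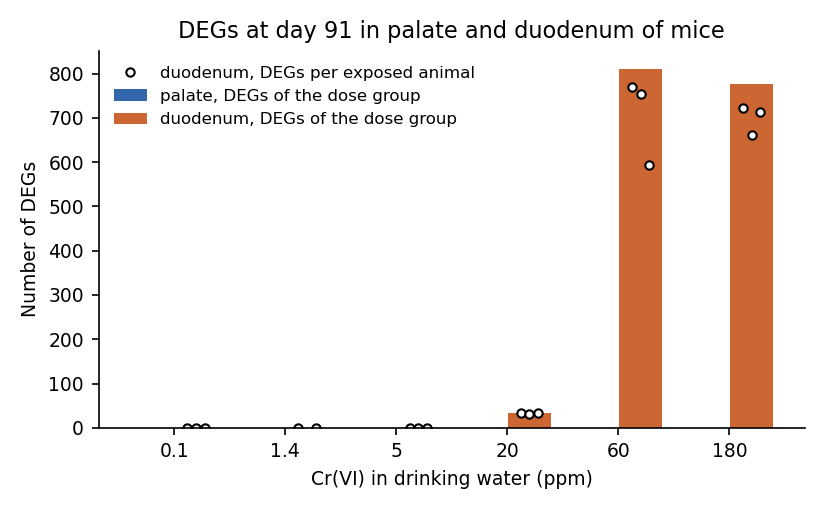
DEGs called by limma at day 91 in the palate (0 at each dose) and the duodenum, by dose of Cr(VI) in ppm. Bars show the count per dose group; points show the count for each exposed mouse of the duodenum.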

Bilinear modeling of these data indicated a bilinear breakpoint dose (BPD) and lower confidence limit (BPDL) at 24.1 and 22.0 mg Cr/kg tissue, respectively (inset of Fig. 3).

**Figure 3:**
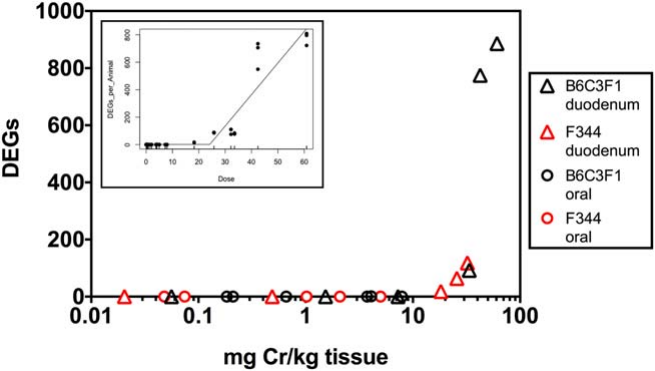
Differential gene expression as a function of tissue dose after 90 days of exposure to Cr(VI) in B6C3F1 mice and F344 rats. Tissue chromium levels in the oral mucosa and duodenum, are plotted against the number of significant DEGs in the oral mucosa and duodenum. The inset plot displays bilinear modeling of DEGs indicating a potential threshold at 22.0 mg Cr/kg tissue.

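Counts per mouse were made from limma's DEGs, raised and lowered: for each exposed mouse, the DEGs of its dose whose fold change against the mean of the 3 vehicle arrays was at least 2 in the direction of the call. In the duodenum at day 91 the counts were 33, 32 and 33 for the mice at 20 ppm (mean 32.7, SD 0.58), 770, 754 and 594 at 60 ppm (mean 706, SD 97.3) and 722, 662 and 713 at 180 ppm (mean 699, SD 32.4), with n = 3 at each of these doses. From the DEGs of the analysis of variance of the methods, the means were 5, 494 and 401 when it was run on the 2 groups of a comparison, and 142, 720 and 807 when run on all groups together. Since limma called no DEGs in the palate or at the lower duodenum doses (unadjusted counts as given above), each mouse there counts 0. The means follow the DEG lists they are drawn from: with lists made without exposed replicate 1 or 2, the mean at 60 ppm was 422 and 379, and with lists made without exposed replicates 1, 2 and 3 the mean at 180 ppm was 178, 257 and 212. At 20 ppm the mean was 0 without exposed replicate 1 or 3 or any vehicle replicate, and 2 without exposed replicate 2.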

### Significant DEGs in the Oral Mucosa

To further investigate transcript changes in the oral cavity, DEGs were analyzed in rats and mice after both 7 and 90 days of exposure. 

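The palate has 36 arrays at each necropsy day, 18 from exposed mice and 18 from the 3 vehicle mice of that day. The days 8 and 91 follow 7 and 90 days of exposure. The probe filter kept 20397 probes at day 8. For pDEGs, limma's unadjusted p under 0.05 and a fold change of at least 1.5 either way were used. The spread of the values was measured between arrays and between mice: the median SD over probes was 0.15 log2 units between arrays of the same vehicle mouse and 0.23 between exposed mice of a dose at day 8, and 0.14 and 0.19 at day 91. When vehicle sets were compared with each other, 15 pairs per day with the same 3 mice on both sides, limma called 0 DEGs in each pair, and the pDEG count had a median of 3 (range 0 to 13) at day 8 and 5 (range 0 to 16) at day 91. With the replicate number as a block, which removes the difference between these mice, the highest pDEG counts were 22 and 31. In simulated groups of 3 with the spread of the palate at day 8, with 20397 probes, 64% of probes changed by 1.5 log2 units and 95% of those changed by 3 were called DEGs, and 94% and 99% were called pDEGs. Of the unchanged probes, 4 were called DEGs and 279 pDEGs. Many probes were changed at once in these groups, which makes the adjusted p easier to meet. The DEG percentages therefore do not apply where few probes change.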

Quality assessment showed that all microarray expression values had similar distributions across samples (i.e., similar mean, median, minimum, and maximum values). 

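On the log2 scale, the palate arrays at day 8 had minimum 5.82, medians of 8.08 to 8.09, means of 8.92 and maximum 16.00. For day 91 the minima were 5.89 to 6.01, the medians 8.16, the means 8.98 and the maximum 16.00. Such likeness follows from quantile normalization, which the values had undergone. A value of 16.00 is the top of the scanner's range, reached by at most 328 probes on any palate array at day 8 and 371 at day 91. Across probes, which are not independent replicates, the correlation between arrays of the same vehicle mouse was 0.988 to 0.995 at day 8 and 0.986 to 0.995 at day 91, and that between arrays of different mice was 0.965 to 0.992 and 0.974 to 0.994.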

All microarray expression values also showed similar PCA groupings, with the potential exception of one microarray from the lowest exposure concentration (0.3 mg/L SDD) from the rat day 91 group (Supporting Information Fig. II). 

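In the mouse palate, the leading components of all probes held 22.2% and 14.3% of the variance at day 8 and 15.1% and 12.6% at day 91. At day 8 the 6 arrays of vehicle mouse 2 lay at 52.9 to 59.1 on component 1, where those of vehicle mice 1 and 3 lay at -19.2 to -16.7 and -12.7 to -10.7 and the 18 exposed arrays at -33.5 to 27.8. The day 91 arrays of vehicle mice 1, 2 and 3 lay at -0.7 to 9.1, 28.4 to 30.4 and -27.6 to -21.6, and the exposed arrays at -34.6 to 37.9.

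**Figure D2:**
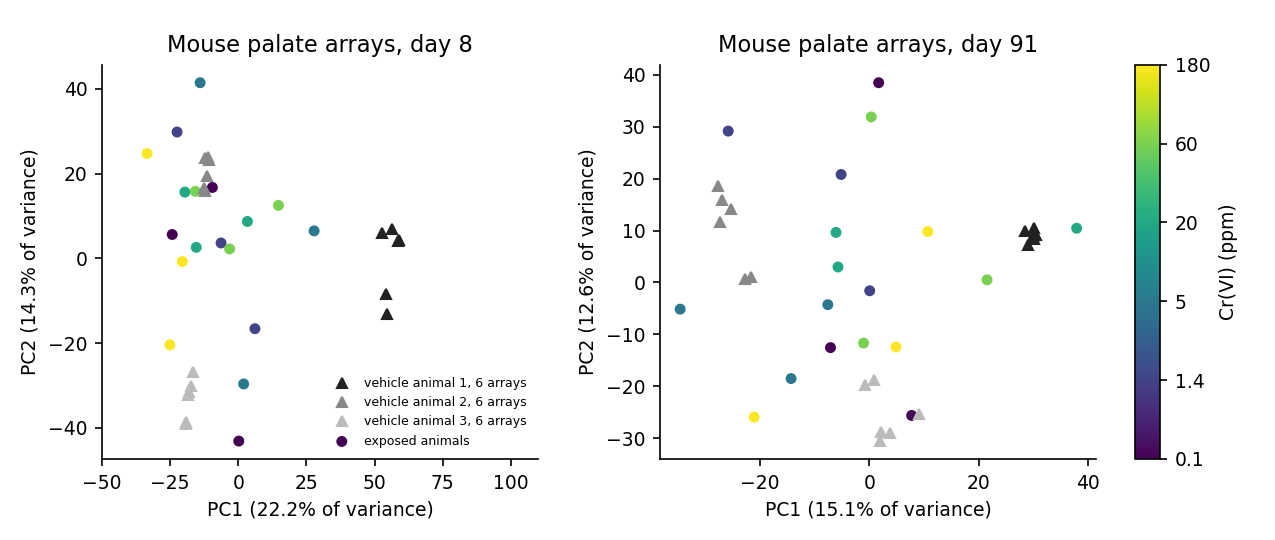
Principal components 1 and 2 of the palate arrays at day 8 and day 91. Triangles show the 6 arrays of each of the 3 vehicle mice. Circles show exposed arrays, colored by dose. The legend numbers the vehicle mice in another order: mice 1, 2 and 3 of the text are 3, 1 and 2 there.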

Although this sample showed similar expression value distributions, projecting its data through PCA onto lower dimensional subspaces suggested that it may be an outlier. It is not possible to identify the cause of this potential outlier, as all RNA samples evaluated were of high quality and were analyzed using the same amount of starting RNA material, among other potential experimental variables that were controlled for. It is important to note that microarray outliers may simply be the result of natural data variability, and that discarding samples on the basis that they are outliers without more substantive explanations is highly discouraged [Shieh and Hung, 2009]. Still, analysis of differential gene expression with and without this sample resulted in the same findings (detailed below).

Using standard statistical criteria (e.g., multiple test correction and ≥±2‐fold change in expression), no significant DEGs were identified at any dose in rats after either 7 or 90 days of exposure in the oral mucosa; only one probeset showed differential expression that was not annotated to a known rat gene (Fig. 4A, Supporting Information Table II). Similar results were obtained through an additional statistical analysis using NCBI's GEO2R online tool, with no genes showing significant differential expression resulting from Cr(VI) exposure (i.e., all probesets had adjusted *P* > 0.05).

**Figure 4:**
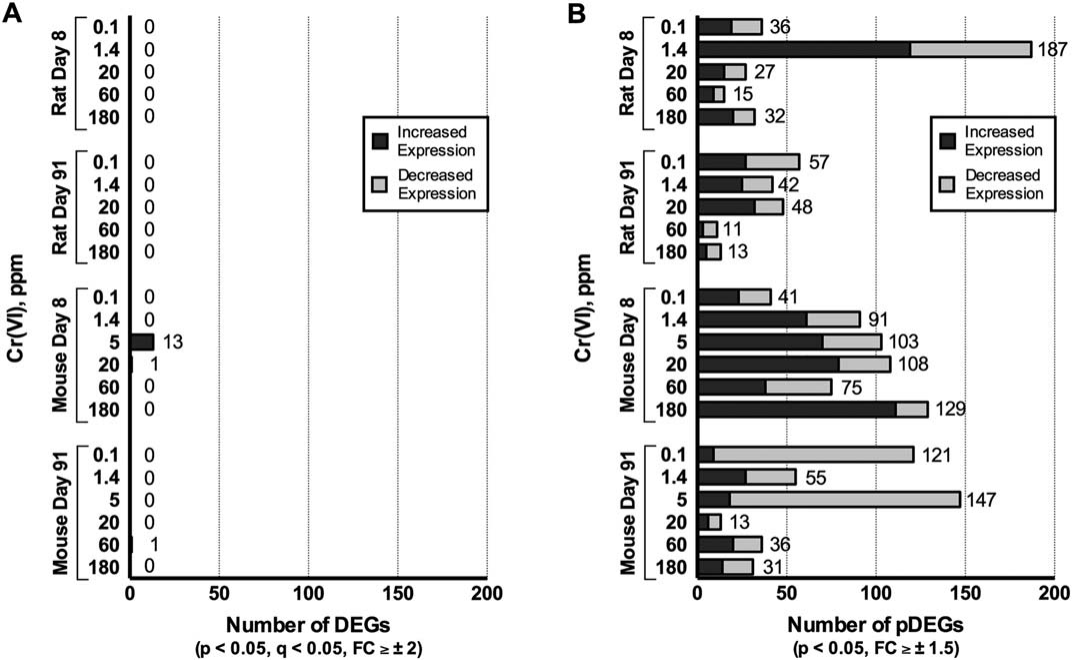
Transcriptomic responses in the rat and mouse oral mucosa following exposure to ≤180 ppm Cr(VI) for 7 and 90 days. Statistically significant DEGs are shown in (**A**), and because of the minimal responses, relaxed filters were used to identify pDEGs for further evaluation, as shown in (**B**). Data represent 3 biological replicates.

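At day 8, limma called 3 DEGs in the palate, all raised and all at 5 ppm. These were Fos (mean log2 value 12.69, SD 0.29, against 9.35, SD 0.05; log2 fold change 3.34, SE 0.16, limma adjusted p = 0.0177), Egr1 (13.33, SD 0.10, against 10.49, SD 0.14; 2.84, SE 0.11, limma adjusted p = 0.0124) and Atf3 (12.92, SD 0.18, against 10.64, SD 0.13; 2.27, SE 0.13, limma adjusted p = 0.0315), with n = 3 exposed and 3 vehicle arrays. At 0.1, 1.4, 20, 60 and 180 ppm limma called 0, and the smallest adjusted p was 1.00, 0.775, 1.00, 0.153 and 0.694. The analysis of variance of the methods called 0 at each dose when run on the 2 groups of a comparison. It called 11 DEGs at 5 ppm (14 probes, or 15 at any dose) when run on all groups together. The paper's methods set 3 exposed against 3 unexposed samples, and do not state whether the other doses entered the same analysis of variance. In order of dose, 497, 1306, 644, 923, 1108 and 1075 of 20397 probes had an unadjusted p under 0.05, where 1020 are expected by chance. The 3 calls at 5 ppm were lost whenever 1 of the 6 replicates was left out (count 0 in each case) and with the replicate block (count 0), while the log2 fold change stayed at 3.19 to 3.48 for Fos, 2.76 to 2.89 for Egr1 and 2.20 to 2.37 for Atf3. With all groups in one fit, limma called 13 DEGs at any dose, 11 at 5 ppm and 2 at 20 ppm. Of the other genes with a symbol in Supporting Information Table II, Nr4a1 (log2 fold change 2.27), Fosb (2.05), Arc (1.35), Hspa1a (1.33), Dusp1 (1.20), Phlda1 (1.14), Hbegf (1.08), Nr4a2 (1.08), Zfp36 (1.05) and LOC105244150 (1.00) at 5 ppm and Lrg1 (1.01, SE 0.13) at 20 ppm each had a limma adjusted p of 1.00. All 3 exposed arrays lay above all 3 vehicle arrays for each of them, as chance gives in 10% of comparisons for either direction. For Nr4a1 and Hspa1a 1 exposed array was at the top of the scale. At day 91 Nr1d1 had a mean log2 value of 11.00 (SD 0.26) at 60 ppm against 9.52 (SD 0.47) in its vehicle arrays (log2 fold change 1.48, SE 0.27, limma adjusted p = 1.00).

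**Figure D3:**
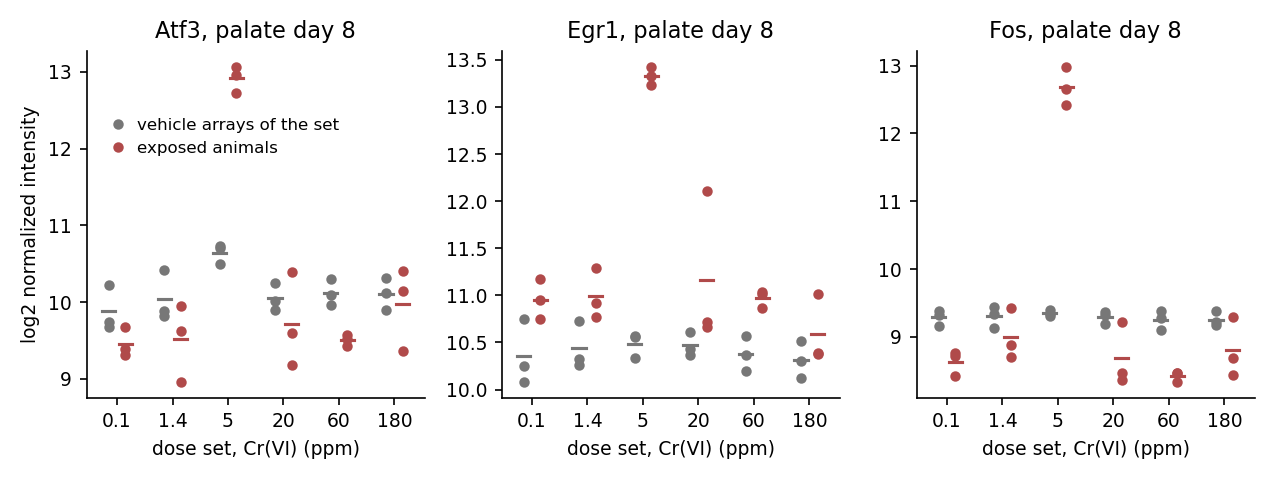
Log2 values of Atf3, Egr1 and Fos in the palate at day 8, by dose set. Each point is 1 array, vehicle arrays in grey and exposed arrays in red; bars show the mean of 3 arrays.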

In mice, 14 significant DEGs were identified at day 8 (in at least one dose group), and only one significant DEG was identified at day 91 (Fig. 4A, Supporting Information Table II). Due to the low number of gene changes, functional enrichment analysis could not be conducted at this stage; however, enrichment analysis was carried out during the analysis of the pDEGs (see below). An additional statistical analysis through GEO2R identified three significant DEGs at day 8, specifically activating transcription factor 3 (*Atf3*), early growth response 1 (*Egr1*), and FBJ osteosarcoma oncogene (*Fos*), all of which overlapped with those identified in the first statistical analysis (Supporting Information Table II). Similarly, no significant DEGs were identified at day 91 through this additional analysis.

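A GEO2R-type test was run with limma over all 41174 gene probes, with an adjusted p under 0.05 and no fold limit. Each dose set was compared with its own vehicle arrays, since the groups entered in GEO2R are not stated. In the palate at day 8 it called Atf3, Egr1 and Fos at 5 ppm (smallest limma adjusted p 0.0109) and 0 genes at the other 5 doses (smallest limma adjusted p 0.182). An unadjusted p under 0.05 was found, in order of dose, for 1191, 2126, 1267, 1503, 1892 and 1941 probes, where 2059 are expected by chance. The count at any dose was 22 with all groups in one fit, 1 with the analysis of variance (E130114P18Rik, named after its value was seen), and 0 with the replicate block or without any 1 of the exposed or vehicle replicates.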

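In the same test at day 91, limma called 0 genes at each dose, as did the analysis of variance and the other alternatives run. Of the probes, 1324, 2190, 2851, 1347, 1246 and 1345 had an unadjusted p under 0.05, and the smallest adjusted p was 0.714, at 5 ppm.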

### Analysis of pDEGs in the Oral Mucosa

To extract any potentially relevant changes in the oral mucosa, a new approach was employed to identify pDEGs (through relaxed statistical criteria) and determine whether pDEGs show dose‐dependent changes with Cr(VI) that are relevant to canonical pathways. Statistical criteria were relaxed by eliminating the multiple test correction (FDR *q*‐value) requirement and decreasing the fold change in expression requirement from ≥±2 to ≥±1.5. In the rat oral mucosa, relaxing the criteria resulted in the identification of 288 and 168 pDEGs (at one or more doses) at day 8 and day 91, respectively (Supporting Information Table III). In mice, using the more relaxed criteria resulted in a total of 446 and 294 pDEGs at day 8 and day 91, respectively (Supporting Information Table III). 

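Under these limits, limma called 599 pDEGs (763 probes) at any dose in the palate at day 8 and 500 (642 probes) at day 91. The analysis of variance of the methods called 404 and 347 when run on the 2 groups of a comparison, and 649 and 565 when run on all groups together. Leaving out 1 replicate at all doses together raised the count at day 8 to 918 (without exposed replicate 2), 1085 (without vehicle replicate 1) and 991 (without vehicle replicate 3), and at day 91 to 902 (without exposed replicate 1) and 798 (without vehicle replicate 3). With the replicate block the count at day 8 was 1039. By the same rule as for the duodenum, the largest rises at 180 ppm on day 8 were Lipf, whose 3 exposed arrays were all at the top of the scale (at least 6.55-fold higher), Kera (log2 fold change 2.52, SE 0.85) and Olfm4 (2.25, SE 0.80), and the largest falls Tnfrsf13c (-1.55, SE 0.50), Ostn (-1.18, SE 0.13) and Aoc1 (-0.98, SE 0.20), with limma adjusted p-values of 0.840 to 0.861. For day 91 the rises were Dbp (log2 fold change 1.46, SE 0.42), Nr1d1 (1.34, SE 0.23) and Spaca9 (1.07, SE 0.31), and the falls C2cd4b (-1.20, SE 0.20), Iglv1 (-1.16, SE 0.37) and Bhlha15 (-0.85, SE 0.25), each with a limma adjusted p of 1.00.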

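In order of dose, limma called 74, 153, 129, 169, 126 and 220 pDEGs in the palate at day 8 and 124, 195, 285, 45, 48 and 54 at day 91. At day 8, 45, 109, 62, 111, 41 and 163 were raised and 29, 44, 67, 58, 85 and 57 lowered. At day 91, 4, 21, 26, 8, 18 and 30 were raised and 120, 174, 259, 37, 30 and 24 lowered. With the analysis of variance, the counts were 38 and 40 at 0.1 ppm on days 8 and 91, 94 at 1.4 ppm and 117 at 180 ppm on day 8, and 159 at 5 ppm and 20 at 20 ppm on day 91. With the replicate block, they were 118 at 0.1 ppm, 315 at 5 ppm, 271 at 20 ppm and 450 at 180 ppm on day 8, and 193 at 0.1 ppm and 84 at 180 ppm on day 91. Leaving out 1 replicate changed the count by more than 1.5 times at each dose. At day 8 the counts were, at 0.1 ppm, 180 and 155 without vehicle replicates 1 and 3, and at 1.4 ppm, 314 and 284 without these. At 5 ppm they were 248, 212 and 211 without exposed replicates 1, 2 and 3 and 268 without vehicle replicate 2. At 20 ppm they were 307, 259 and 319 without vehicle replicates 1, 2 and 3, and at 60 ppm, 201 without exposed replicate 2 and 204 and 236 without vehicle replicates 2 and 3. At 180 ppm they were 526, 125 and 430 without vehicle replicates 1, 2 and 3. At day 91 they were, at 0.1 ppm, 471 and 59 without exposed replicates 1 and 2 and 55 and 66 without vehicle replicates 1 and 2. At 1.4 ppm they were 339 and 307 without exposed replicates 1 and 3 and 127 and 348 without vehicle replicates 1 and 3, and at 5 ppm 147 without exposed replicate 3 and 164 without vehicle replicate 2. At 20 ppm they were 72 without exposed replicate 2 and 69 and 161 without vehicle replicates 2 and 3, and at 60 ppm 108 without exposed replicate 2 and 75 and 149 without vehicle replicates 1 and 2. At 180 ppm they were 118 without exposed replicate 3 and 184 without vehicle replicate 1.

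**Figure D4:**
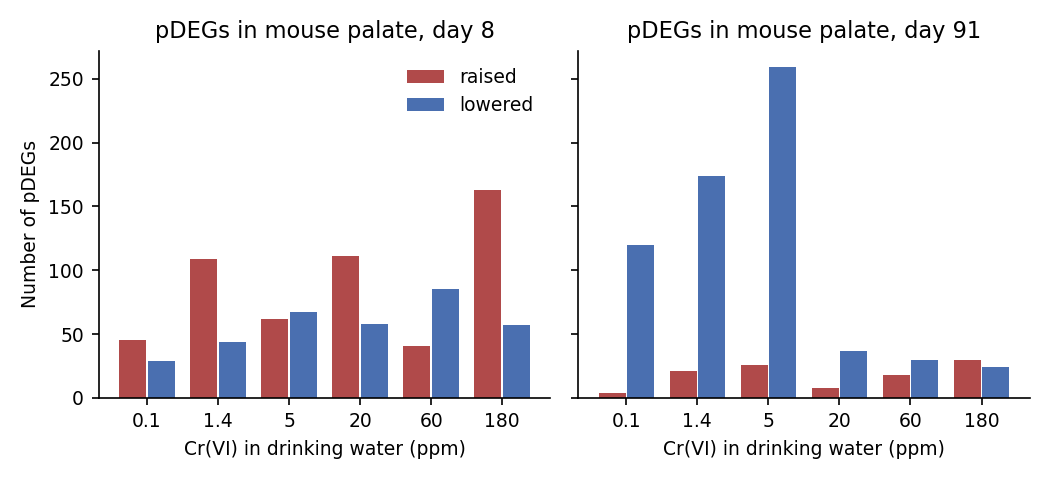
pDEGs called by limma in the palate by dose of Cr(VI) in ppm, at day 8 and day 91. At each dose the left bar shows raised genes and the right bar lowered genes, both drawn upward from the axis.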

For the results in both rats and mice, the number of pDEGs did not consistently increase with increasing dose (Fig. 4B).

To further explore these putative changes in gene expression, the pDEGs were analyzed for dose–response relationships using BMDExpress. BMDExpress was not used here for the purpose of deriving BMD values; instead, the dose–response modeling algorithms within BMDExpress were leveraged to search through the pDEGs and identify genes showing dose–response relationships with Cr(VI). Of the 288 and 168 pDEGs identified in the rat oral mucosa, only 20 and 7 pDEGs showed curves with goodness‐of‐fit *P* > 0.1 after 7 and 90 days of exposure, respectively (Supporting Information Table IV). Of the 446 and 294 pDEGs in the mouse oral mucosa, 36 and 31 pDEGs showed curve fit *P* > 0.1 after 7 and 90 days of exposure, respectively (Supporting Information Table IV). It should be noted that some fraction of pDEGs will likely have acceptable *P*‐values for fit by chance, i.e., do not represent biological dose–responses. For example, ∼50% of the dose‐responsive pDEGs in the rat oral mucosa were linear models, and examination of some of these models indicated that the slopes did not differ significantly from zero. Nevertheless, the pDEGs showing good curve fits were analyzed for KEGG pathway enrichment. 

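The linear, polynomial (degree 2), power and Hill models were fitted to the pDEG probes with a program written for this purpose, not with BMDExpress, by maximum likelihood with constant variance. They were fitted on the log2 values of the 18 exposed mice and of the 3 vehicle mice, each averaged over its arrays, against mg/L SDD. A benchmark response of 1.349 SD, a BMD to BMDL ratio of at most 20 and a goodness-of-fit p over 0.1 were required. At day 8, 99 genes (127 probes) met these criteria, with 48 probes best fitted by the linear, 50 by the polynomial, 1 by the power and 28 by the Hill model. At day 91, 71 genes (86 probes) did, with 16, 37, 2 and 31. When the pDEGs of the analysis of variance were fitted instead, 54 and 44 genes met them. With all 18 vehicle arrays as single values, 101 and 54 did. Among simulated probes, 80% of 200 with a linear dose-response and 14.5% of 200 without any met the criteria.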

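The fraction that meets the criteria by chance was estimated by shuffling the doses over the 21 mice of a day 40 times, picking pDEGs again for each shuffle from the averaged vehicle mice and fitting the same models. In the real order, picked in that way, 131 of 676 pDEGs at day 8 (19.4%) and 64 of 482 at day 91 (13.3%) met the criteria. The shuffled orders gave a median of 157.5 genes (range 25 to 464) at day 8 and 83 (range 9 to 371) at day 91. Counting the real order, 25 and 26 of 41 orders gave at least as many genes as the real one. These shuffles ignore the replicate numbers. With the doses shuffled within replicate numbers, the median was 105.5 genes (range 22 to 434) at day 8 and 43.5 (range 10 to 404) at day 91, and 17 of 41 orders gave at least as many genes as the real one at each day. As the number of pDEGs differs between orders, the percentage of pDEGs that met the criteria was also worked out, after the counts were seen. Its median over the shuffled orders was 15.8% (range 3.24% to 49.9%) at day 8 and 15.7% (2.54% to 46.4%) at day 91, and within replicate numbers 17.97% (4.62% to 57.0%) and 12.6% (4.03% to 56.9%). At least the real percentage was met in 14 and 25 of 41 orders, and in 18 and 19 within replicate numbers.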

No pathways were identified as being associated with these lists of pDEGs showing dose–response trends in expression.

Considering that these pDEGs did not pass FDR correction criteria, coupled with the overall lack of dose–response relationships/pathway enrichment for the pDEGs, this analysis of potential changes in gene expression clearly shows that Cr(VI) exposure causes minimal changes in transcriptional levels in the oral mucosa of rodents at exposure doses up to 180 ppm and durations up to 90 days.

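As 1 test over all doses without a choice of probes, limma was fitted to the 21 mice of each day with the dose step from 0 (vehicle) to 6 (180 ppm) as the predictor. At day 8 it called 0 genes in the palate at an adjusted p under 0.05 (1617 of 20397 probes with an unadjusted p under 0.05, 1020 expected by chance; smallest limma adjusted p 0.285). Ordinary regression called 0 too, with 1518 probes under 0.05. At day 91 limma called 20 genes, 5 rising and 15 falling with dose (1324 probes with an unadjusted p under 0.05), with the steepest slopes in Nr1d1 (0.25 log2 units per dose step, limma adjusted p = 0.00226) and C2cd4b (-0.25, limma adjusted p = 0.00487), which were named after their values were seen. The count at day 91 was 19 with dose in ppm, 4 without the probe filter, 3 with ordinary regression, 1 without the arrays at 180 ppm, 0 without replicate 1, 0 without replicate 2 and 2 without replicate 3. In the duodenum at day 91 the same test over 20 mice called 5757 genes. From the loss of the pDEGs under adjustment, together with the lack of dose-response and of enriched pathways among them, the paper concludes that exposure changes transcript levels in the oral mucosa minimally.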

### Dose–Response Modeling of Oral Tumors in F344 Rats

Modeling of the oral tumor incidence in female rats of the NTP 2‐year cancer bioassay results in a BMDL_10HED_ of 0.84 mg Cr(VI)/kg (Fig. 5A); a higher BMDL_10HED_ was obtained for male rats (data not shown). This results in an oral slope factor of 0.12 per mg/kg, and a 10^−6^ risk‐specific dose of 8.3E‐6 mg/kg. By comparison, application of similar uncertainty factors as applied by the U.S. EPA in their draft assessment [U.S. EPA, 2010] results in an RfD of 0.03 mg/kg‐day (0.84 mg/kg‐day ÷ 30). Based on the assumption of a 80 kg adult consuming 2.5 L of water per day, the linear and nonlinear extrapolation methods used to derive toxicity criteria result in drinking water concentrations of approximately 0.0003 ppm and 1 ppm, respectively. Thus, applying linear and nonlinear extrapolation approaches to the same data yields drinking water estimates that differ by four orders of magnitude.

**Figure 5:**
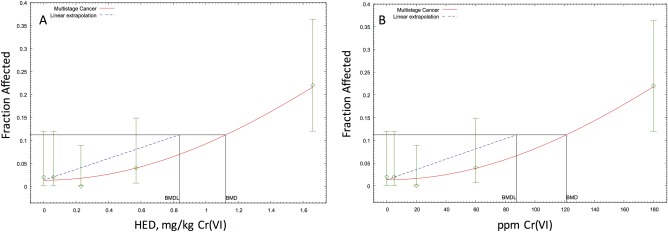
BMD modeling of oral tumor incidence in female F344 rats based on human equivalent doses (mg Cr(VI)/kg) (**A**) and mg/L Cr(VI) (**B**). The *P*‐value for model fits in A and B were 0.75 and 0.77, respectively. Tumor incidence data is from 50 rats per group [NTP, 2008b].

An alternative to the mg/kg dose metric (above) for the oral tumors might simply be Cr(VI) concentration in drinking water. BMD modeling of the same tumor incidence data using ppm Cr(VI) as the dose metric results in BMD_10_ and BMDL_10_ of 121 and 87.5 ppm, respectively (Fig. 5B). With this dose metric, allometric scaling is unnecessary, and thus, a nonlinear approach to deriving safe drinking water concentrations would result in 2.9 ppm (i.e., 87.5 ppm divided by a 30‐fold uncertainty factor). By contrast, a slope factor would be 0.0011 ppm^−1^, which results in a 10^−6^ risk‐specific dose of 0.0009 ppm Cr(VI).

## DISCUSSION

This study is the first to evaluate potential transcriptomic changes in the oral mucosa associated with exposure to Cr(VI) in drinking water. The main finding from this study is that exposures to ≤180 ppm Cr(VI) for 90 days resulted in minimal changes in gene expression in the oral mucosa of rats or mice. This conclusion is based on multiple lines of evidence. First, two separate statistical approaches both found zero significant DEGs at any dose or exposure duration in the rat, the species that developed oral tumors in the NTP 2‐year cancer bioassay [NTP, 2008b]. In mice, 14 significant DEGs were identified only at the mid‐treatment levels at day 8; no significant DEGs were identified in mice at day 91. 

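Over the doses at day 8 other than 5 ppm, the log2 fold changes at 0.1, 1.4, 20, 60 and 180 ppm were -0.65, -0.30, -0.60, -0.83 and -0.44 for Fos, 0.60, 0.55, 0.70, 0.60 and 0.28 for Egr1, and -0.42, -0.53, -0.34, -0.61 and -0.14 for Atf3, with limma adjusted p-values of at least 0.775. Dusp1 was lower than in the vehicle arrays at these doses (-1.38, -0.96, -1.21, -1.43 and -0.59), with its smallest limma adjusted p of 0.153 at 60 ppm. Lrg1 was higher at each dose, by 0.62, 0.81, 0.08, 0.34 and 0.97 log2 units at 0.1, 1.4, 5, 60 and 180 ppm. Nr1d1 at day 91 was higher by 0.57, 0.55, 0.62 and 0.87 log2 units at 0.1, 1.4, 5 and 20 ppm. The vehicle arrays of the 6 sets come from the same 3 mice, so these changes are not independent of each other.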

Second, when an approach was used in an attempt to identify any potentially relevant changes, relaxed statistical filters identified a subset of pDEGs in the oral mucosa that showed acceptable dose–response curve fits, but these genes were not enriched for any canonical pathways. Together, transcriptomic analyses clearly show that Cr(VI) exposure via drinking water does not cause substantial changes in transcriptional profiles in the oral mucosa of rats and mice.

The lack of transcript response was consistent with the low chromium concentrations in oral tissue. Below ∼10 mg/kg tissue concentration, there were few gene changes in the oral mucosa or small intestine of either species; however, once tissue levels exceeded 10 mg/kg, there were robust changes in gene expression in the duodenum. Indeed, bilinear modeling of DEGs, using methods similar to those described for modeling genetic toxicity data [Johnson et al., 2014], indicated a potential threshold at 22.0 mg Cr/kg tissue. These data further support the observation that tissue absorption above ∼10 mg/kg is likely required to elicit substantial *in vivo* transcriptomic changes.

The general lack of transcriptional changes in the oral mucosa is entirely consistent with previous histopathology data indicating no non‐neoplastic or pre‐neoplastic changes in the oral mucosa of rats or mice [NTP, 2007; NTP, 2008b; Thompson et al., 2011; Thompson et al., 2012]. Likewise, exposure to 180 ppm Cr(VI) did not increase *cII* transgene mutant frequency in TgF344 rats [Thompson et al., 2015]. To date, the only dose‐dependent changes in the oral mucosa in response to Cr(VI) were decreases in GSH and increases in GSSG levels in rats, which were not apparent in mice [Thompson et al., 2011; Thompson et al., 2012]. These new transcriptomic findings suggest that the changes in GSH/GSSG were not in the oral tissue *per se*, but rather, occurred in the saliva that continuously bathes the oral mucosa [Nagler and Dayan, 2006]. It is conceivable that changes in saliva redox status might influence oral health in rats over a chronic exposure scenario.

We suggested previously that the tumors in rats were likely secondary to other adverse effects [Suh et al., 2014]. In the NTP study, water intake was reduced by ∼5 mL per day in the rats in the 180 ppm groups, likely due to poor palatability. Bodyweight was also reduced. Iron levels were decreased in serum, liver, and duodenum, and transcript changes in the duodenum were consistent with iron deficiency [Suh et al., 2014]. Reduced water intake can affect salivary volume and secretion [Fischer and Ship, 1997; Ito et al., 2001], and saliva can affect oral health [Wallenius, 1966; Smiler, 1970; Nagler and Dayan, 2006; Vered et al., 2010]. Iron deficiency may potentially be linked to oral tumors in rats and oral cancers in humans [Prime et al., 1983; Richie et al., 2008], perhaps due to effects of iron deficiency on saliva composition [Johansson and Fagernas, 1994]. Although the data herein do not provide support for a specific MOA underlying the oral tumors in rats, the transcriptomic and chromium disposition data argue strongly against a MOA involving direct action of Cr(VI) in the oral tissue, seemingly precluding both direct cytotoxic and genotoxic MOAs.

The findings herein provide important information for regulators assessing the oral toxicity and carcinogenicity of Cr(VI). Transcriptomic responses have been argued to provide sensitive sentinel responses to chemicals; studies indicate that transcript changes are ∼2‐fold more sensitive than apical/frank effects [Thomas et al., 2013]. The lack of transcript changes in the oral mucosa suggests that Cr(VI) did not impart any effect (direct or indirect) on the mucosa after 90 days of exposure. Importantly, these transcriptomic findings are phenotypically supported by the low chromium tissue concentration and the lack of histopathological or genotoxic responses in the oral cavity. These data indicate that the oral cavity tumors in rats were unlikely to be mediated at the site of contact.

If the oral tumors in rats were the result of systemic effects, they were unlikely due to Cr(VI) or Cr(III) delivery to tissue via the blood. Once absorbed into the bloodstream, Cr(VI) is rapidly reduced to Cr(III) by blood constituents or taken into blood cells and reduced therein. Although the high Cr(VI) concentrations employed in the 2‐year cancer bioassays might have allowed limited systemic delivery of Cr(VI), this would be unlikely to occur at environmentally relevant levels where Cr(VI) is efficiently reduced to Cr(III) by gastric fluid [Proctor et al., 2012; De Flora et al., 2016; Kirman et al., 2016]. Cr(III) could reach the oral mucosa via the bloodstream, but Cr(III) is not carcinogenic to rats or mice [NTP, 2008a]. Considering that neither Cr(VI) nor Cr(III) appear to affect the oral mucosa, the apparent association between Cr(VI) exposure and oral tumor formation likely involves indirect mechanisms, and thus would be incompatible with a linear MOA and linear low‐dose extrapolation methods for setting toxicity criteria. Table 1 summarizes relevant oral mucosa data from rats that support nonlinear low‐dose extrapolation approaches.

**Table 1:** Summary of Effects in the Rat Oral Mucosa

Endpoint	Evidence
Cr(VI) tissue absorption	‐ No significant increases in tissue Cr concentrations following 90 days of exposure to ≤5 ppm Cr(VI) (Fig. 2)
	‐ Significant increases in tissue Cr concentrations following 90 days of exposure ≥20 ppm Cr(VI) (Fig. 2)
Histopathology	‐ No non‐neoplastic or pre‐neoplastic histopathological lesions have been detected in the rat oral mucosa following exposure to ≤180 ppm Cr(VI) for 7 days [Thompson et al., 2012], 13 weeks [Thompson et al., 2012; NTP, 2007], or 2 years [NTP 2008b, Stout et al., 2009]
Biochemical analyses	‐ Decrease in GSH and increase in GSSG at ≥60 ppm Cr(VI) [Thompson et al., 2012]; effects might be due to changes in saliva
Mutation analysis	‐ No increase in mutant frequency in the oral mucosa of Big Blue® TgF344 rats following exposure to 180 ppm Cr(VI) in drinking water [Thompson et al., 2015]
Transcriptomic analyses	‐ No significant DEGs, or pathways associated with dose‐responsive pDEGs, associated with exposure to ≤180 ppm Cr(VI) in drinking water for 7 and 90 days (Fig. 4)

The incompatibility of conducting low‐dose linear extrapolation from the oral tumors is highlighted by the vast difference in safe drinking water levels estimated from BMD modeling of the rat oral tumor data. Based on allometric scaling, the estimated human equivalent 10^−6^ risk‐specific dose results in a drinking water concentration of ∼0.0003 ppm. To put 0.0003 ppm into perspective, chromium levels did not significantly increase in the oral mucosa tissue of rats and mice until >5 ppm, and no significant transcript changes were evident after exposure to 180 ppm. Thus, the notion that “safe” exposure to Cr(VI) (based on oral tumors in rats) occurs only at ≤0.0003 ppm Cr(VI) is incompatible with available pharmacokinetic and pharmacodynamic data for Cr(VI). Using nonlinear extrapolation approaches from the same underlying data results in a drinking water concentration of ∼1 ppm, which is higher than the current MCL for total chromium of 0.1 ppm [U.S. EPA, 1991]. The 1 ppm value is more consistent with pharmacokinetic data indicating that tissue chromium levels begin to increase somewhere above 5 ppm (Fig. 2), and toxicological data indicating no transcript, histopathologic, or genotoxic changes. These new data and analyses indicate that, if oral tumors in rats are to be considered for setting safety criteria for Cr(VI) in drinking water, nonlinear approaches are scientifically justifiable.

Finally, these data have important broad implications for risk assessment. Specifically, negative data are important data. High content transcriptomic data have been argued to provide invaluable and sensitive data for risk assessment purposes [Wilson et al., 2013; Bourdon‐Lacombe et al., 2015]. Although most frequently used to investigate exposures (e.g., environmental, pharmaceutical) that result in tissue and cellular effects (i.e., *positive* responses), a less common application of transcriptomic data is to identify exposures that do not elicit tissue effects (i.e., *negative* responses). 

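The difference between the tissues was tested directly in mice, as the interaction of exposure and tissue at 180 ppm in limma, with palate and duodenum arrays in the same fit (12 arrays per day), an adjusted p under 0.05 and an interaction of at least 1 log2 unit. At day 8, 2534 genes were called among 22760 probes, 1355 with a higher and 1179 with a lower change in the duodenum. At day 91, 726 were called among 22682 probes, 368 higher and 359 lower, with a gene called both ways counted in both. The counts ranged from 2339 to 2778 at day 8 and from 483 to 833 at day 91 over the alternatives. The lowest at day 91 was found without duodenum exposed replicate 1.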

The present study demonstrates both applications, wherein positive responses resulting from Cr(VI) exposure are apparent in the intestine and negative responses in the oral mucosa. The consistent lack of transcript response to Cr(VI) in the oral mucosa *vis‐à‐vis* the intestine provide important information for risk assessment—especially considering the consistency of transcript responses with phenotypic anchors of histopathology, pharmacokinetics, and genotoxicity.

As with any study, there are potential limitations. Great care was taken to replicate the NTP study including: use of the same contract research laboratory, same feed, same strains of rodents, same Cr(VI) concentrations, analytical verification of test solutions, rapid storage and preparation of tissue samples, and transcriptomic analyses consistent with the most recent recommendations [Bourdon‐Lacombe et al., 2015]. Toxicogenomic analysis from more animals (i.e., more replicates) may have resulted in slightly different numbers of DEGs or pDEGs. However, we have shown consistent results across four dose‐response datasets (mice and rats at day 8 and 91) with a wide range of Cr(VI) concentrations, including concentrations carcinogenic to rodents. Moreover, the minimal transcript responses are consistent with tissue Cr levels.

The data herein, coupled with previous *in vivo* target tissue data indicate nonlinear risk assessment approaches are scientifically justifiable if oral tumors are to serve as the basis for toxicity criteria for Cr(VI) in drinking water.

## AUTHOR CONTRIBUTIONS

Mark Harris, Laurie Haws, and Chad Thompson designed the in‐life portion of the study. Julia Rager, Rebecca Fry, Caroline Ring, and Chad Thompson conducted these new toxicogenomics analyses. Chad Thompson and Julia Rager prepared draft manuscript, figures and tables, with important intellectual contributions from Mina Suh, Deborah Proctor, Laurie Haws, Mark Harris and Rebecca Fry. All authors approved the final manuscript.

## Supporting information

Supporting Information Click here for additional data file.

# Supplementary material for: Transcriptomic responses in the oral cavity of F344 rats and B6C3F1 mice following exposure to Cr(VI): Implications for risk assessment
**Source:** Environ Mol Mutagen. 2016 Nov 15;57(9):706–16. doi: 10.1002/em.22064
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary Material**

**Transcriptomic Responses in the Oral Cavity of F344 Rats and B6C3F1 Mice Following Exposure to Cr(VI): Implications for Risk Assessment**

Chad M. Thompson, Julia E. Rager, Mina Suh, Caroline L. Ring, Deborah M. Proctor,

Laurie C. Haws, Rebecca C. Fry, and Mark A. Harris

**Supplementary Material**

**Table of Contents**

**Supplementary Figure I.** Summary of study design and study history………………........ **Page 1**

**Supplementary Figure II.** Principal component analysis (PCA) of microarray data…….. **Page 2**

**Supplementary Table I.** Summary of Study Design…………………………………........ **Page 3**

**Supplementary Table II.** Significant differentially expressed probes (DEPs) representing differentially expressed genes (DEGs) associated with Cr(VI) exposure in the oral mucosa of the rats and mice……………………………………………………………………………....... **Page 4**

**Supplementary Table III.** Potential differentially expressed probes (pDEPs) representing potential differentially expressed genes (pDEGs) associated with Cr(VI) exposure in the oral mucosa of the rats and mice………………………………………………………………... **Page 5**

**Supplementary Table IV.** BMDExpress dose-response results for potential differentially expressed genes (pDEGs) with goodness-of-fit p > 0.1…………………………………... **Page 50**

**Supplemental Figure 1. Summary of study design and study history.**

**
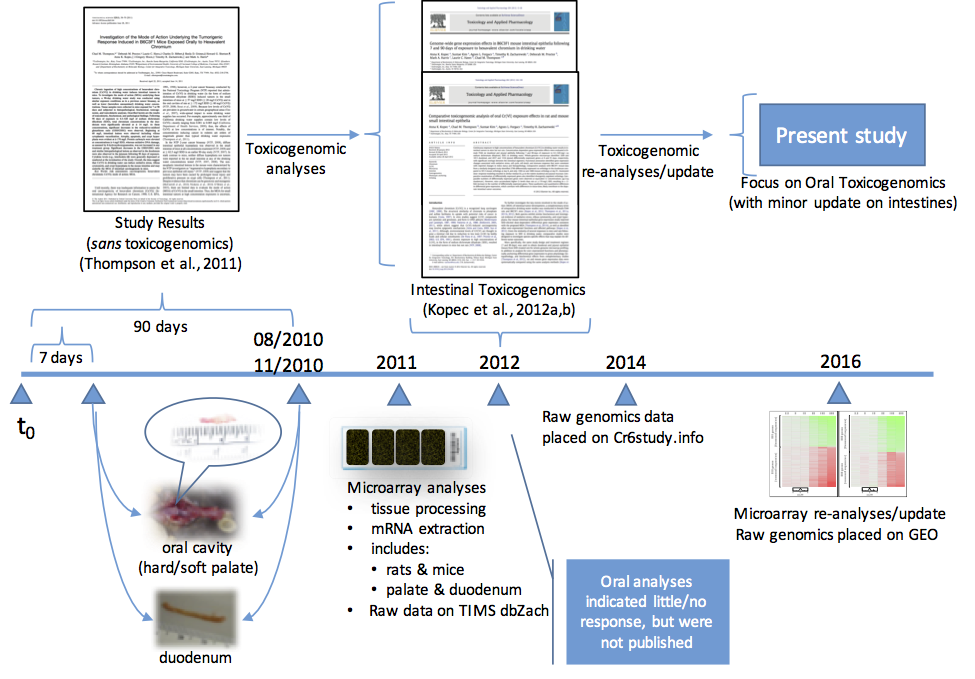
**

**Supplementary Figure II. Principal component analysis (PCA) of microarray data.** PCA plots are shown for all microarray data for the following sample groups: (**A**) Mouse palate day 8 samples, (**B**) Rat palate day 8, (**C**) Mouse palate day 91, (**D**) Rat palate day 91, (**E**) Mouse palate day 8 and 91 combined, and (**F**) Rat palate day 8 and 91 combined.

**Supplementary Table I. Summary of study design.**

|  | **Number of Animals** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **SDD**  **(mg/L)** | **Toxicology & Histopathology** | | **Biochemical Evaluations** | | **Gene Expression Analyses^3^** | | **Mutation Analyses** | **Toxicokinetic Analyses** |
|  | **Day 8** | **Day 91** | **Day 8** | **Day 91** | **Day 8** | **Day 91** | **Day 91** | **Day 91** |
| 0 | 5 F | 10 F | 10 F | 20 F | 10 F | 10 F | 10 F | 5 F |
| 0.3 | 5 F | 10 F | 10 F | 20 F | 10 F | 10 F | 10 F | 5 F |
| 4 | 5 F | 10 F | 10 F | 20 F | 10 F | 10 F | 10 F | 5 F |
| 14^1,2^ | 5 F | 10 F | 10 F | 20 F | 10 F | 10 F | 10 F | 5 F |
| 60^2^ | 5 F | 10 F | 10 F | 20 F | 10 F | 10 F | 10 F | 5 F |
| 170^2^ | 5 F | 10 F | 10 F | 20 F | 10 F | 10 F | 10 F | 5 F |
| 520^2^ | 5 F | 10 F | 10 F | 20 F | 10 F | 10 F | 10 F | 5 F |

SDD, sodium dichromate dihydrate; F, female mice

^1^this dose was not included in the F344 rat studies

^2^doses very similar to those used in the NTP 2-year cancer bioassay

^3^three biological replicates were processed for microarray analysis

**Supplementary Table II.** **Significant differentially expressed probes (DEPs) representing differentially expressed genes (DEGs) associated with Cr(VI) exposure in the oral mucosa of the rats and mice.** (**A**) 1 significant DEP representing 0 annotated genes in rats after 7 days of exposure, (**B**) 0 significant DEPs in rats 90 days of exposure, (**C**) 16 significant DEPs representing 14 DEGs in mice after 7 days of exposure, and (**D**) 1 significant DEP representing 1 DEG in mice after 90 days of exposure. 

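The fold changes listed for the mouse palate were compared with those computed from the arrays. The 16 folds listed at day 8 and the 1 at day 91 equal the ratio of the arithmetic means of the linear values, exposed over vehicle arrays of the same set, within 0.02 log2 units. The largest difference was 0.0029 log2 units. From the difference of the mean log2 values, the folds were 10.1 for Fos (listed by the paper as 10.26), 7.16 for Egr1 (7.15), 4.83 for Atf3 (4.85) and 2.79 for Nr1d1 (2.72). Of the 16 listed probes, limma called 3 with each dose in its own fit and 14 with all groups in one fit, and the analysis of variance called 0 and 13. The probe listed at day 91 was called in the fit with all groups and averaged vehicle arrays.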

Significant DEPs were defined as those with ANOVA p < 0.05, FDR q < 0.05, and fold change ≥ ± 2 (exposed versus unexposed). Fold change values (average exposed / averaged unexposed) are listed beneath each applicable Cr(VI) exposure concentration when a potential DEP met the above statistical criteria.

| **Probeset ID** | **RefSeq Accession** | **Entrez Gene ID** | **Gene Symbol** | **0.1 ppm** | **1.4 ppm** | **5 ppm^1^** | **20 ppm** | **60 ppm** | **180 ppm** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **(A) Rat Palate Day 8** | | | | | | | | | |
| A_44_P110221 | XM_006227158 |  |  |  |  |  | -2.15 |  |  |
| **(B) Rat Palate Day 91** | | | | | | | | | |
| none |  |  |  |  |  |  |  |  |  |
| **(C) Mouse Palate Day 8** | | | | | | | | | |
| A_51_P138378 | NM_008036 | 14282 | *Fosb* |  |  | 4.39 |  |  |  |
| A_51_P158538 | NM_011756 | 22695 | *Zfp36* |  |  | 2.06 |  |  |  |
| A_51_P181565 | NM_010415 | 15200 | *Hbegf* |  |  | 2.06 |  |  |  |
| A_51_P195958 | NM_009344 | 21664 | *Phlda1* |  |  | 2.27 |  |  |  |
| A_51_P239654 | NM_010444 | 15370 | *Nr4a1* |  |  | 5.25 |  |  |  |
| A_51_P367866 | NM_007913 | 13653 | *Egr1^2^* |  |  | 7.15 |  |  |  |
| A_51_P430900 | NM_013642 | 19252 | *Dusp1* |  |  | 2.31 |  |  |  |
| A_51_P462428 | XM_006519699 |  |  |  |  | 2.46 |  |  |  |
| A_51_P503494 | NM_018790 | 11838 | *Arc* |  |  | 2.48 |  |  |  |
| A_52_P262219 | NM_010234 | 14281 | *Fos^2^* |  |  | 10.26 |  |  |  |
| A_52_P452689 | NM_007498 | 11910 | *Atf3^2^* |  |  | 4.85 |  |  |  |
| A_52_P494622 | NM_013613 | 18227 | *Nr4a2* |  |  | 2.12 |  |  |  |
| A_52_P598732 |  |  |  |  |  | 2.08 |  |  |  |
| A_52_P82741 | NM_010479 | 193740 | *Hspa1a* |  |  | 2.75 |  |  |  |
| A_52_P971150 | XM_011239233 | 105244150 | *LOC105244150* |  |  | 2.02 |  |  |  |
| A_51_P346938 | NM_029796 | 76905 | *Lrg1* |  |  |  | 2.01 |  |  |
| **(D) Mouse Palate Day 91** | | | | | | | | | |
| A_51_P223776 | NM_145434 | 217166 | *Nr1d1* |  |  |  |  | 2.72 |  |

^1^ 5 ppm Cr(VI) was not evaluated in rats

^2^ Also identified with significant differential expression associated with 5 ppm Cr(VI) exposure using NCBI’s GEO2R online tool

**Supplementary Table III. Potential differentially expressed probes (pDEPs) representing potential differentially expressed genes (pDEGs) associated with Cr(VI) exposure in the oral mucosa of the rats and mice.** (**A**) 450 pDEPs representing 288 pDEGs in rats after 7 days of exposure, (**B**) 332 pDEPs representing 168 pDEGs in rats after 90 days of exposure, (**C**) 557 pDEPs representing 446 pDEGs in mice after 7 days of exposure, and (**D**) 345 pDEPs representing 294 pDEGs in mice after 90 days of exposure. pDEPs were defined as those with ANOVA p < 0.05 and fold change ≥ ± 1.5 (exposed versus unexposed). 

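For mice, the list at day 8 holds 675 folds over the 6 doses and that at day 91 holds 461. Each equals the ratio of arithmetic means within 0.02 log2 units (largest differences 0.0048 and 0.0046), and each has the sign found from the mean log2 values. Counting each probe and dose once, limma made 1098 pDEG calls at day 8, of which 523 are among the 675 listed, and 933 at day 91, of which 345 are among the 461. The analysis of variance for 2 groups made 683 and 519 calls, with 417 and 225 listed ones. For all groups together it made 1107 and 1126, with 548 and 399. Limma with all groups in one fit made 1180 and 1172, with 552 and 401. Limma without the probe filter made 1590 and 1294, with 610 and 401.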

Fold change values (average exposed / averaged unexposed) are listed beneath each applicable Cr(VI) exposure concentration when a pDEP met the above statistical criteria.

^1^ 5 ppm Cr(VI) was not evaluated in rats

**Supplementary Table IV. 

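The linear fits listed for mice in Supplementary Table IV were repeated with the same program as above, with the vehicle mice entered in 3 ways, on the 17 listed genes with a linear winning model and 1 listed probe. With all 18 vehicle arrays as single values, the goodness-of-fit p lay within 0.015 of the listed value for 17 of 17 genes (median difference 0.0037), and the BMD was 0.965 to 1.04 times the listed one. With 3 vehicle mice averaged over their arrays 2 of 17 did (median difference 0.062), and with the 3 vehicle arrays of the highest dose set 4 of 17 did (median difference 0.091). The tolerance of 0.015 was set after the values were seen, in place of a first criterion (a median difference over 0.1 with averaged vehicle mice) that was not met.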

BMDExpress dose-response results for potential differentially expressed genes (pDEGs) with goodness-of-fit p > 0.1.** The following are reported with their respective winning models, benchmark dose (BMD) values, BMD lower confidence limits (BMDLs), BMD/BMDL ratios, and winning fit p-values for: (**A**) 20 pDEGs in the rat oral mucosa after 7 days of exposure, (**B**) 7 pDEGs in the rat oral mucosa after 90 days of exposure, (**C**) 36 pDEGs in the mouse oral mucosa after 7 days of exposure, and (**D**) 31 pDEGs in the mouse oral mucosa after 90 days of exposure.

How the deposited data were processed for this re-analysis (not part of the article)

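The analysis used the mouse arrays of the study: 214 Agilent 4x44K whole-genome arrays of palate, duodenum and jejunum at necropsy days 8 and 91, in 6 dose sets per tissue and day. Each set holds 3 exposed and 3 vehicle arrays, apart from the duodenum set at 1.4 ppm on day 91, which holds 2 and 2 (replicates 2 and 3). Animal numbers in the labels show that the vehicle arrays of the 6 sets of a tissue and day are repeated hybridizations of the same 3 mice. At day 8 the same exposed mice gave all 3 tissues. At day 91 they did so except for part of the palate mice at 60 and 180 ppm and for 1 mouse absent from the duodenum set at 1.4 ppm. Rat arrays, tissue chromium levels, the bilinear model and pathway enrichment were not analysed, since the values at hand hold mouse arrays only and the pathway definitions were not available.

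The authors scanned the arrays with a GenePix scanner, took the median Cy3 signal of each probe, quantile-normalized it in Partek (version not given) and deposited 1 table of values. The deposited values are on a log2 scale: they run up to 16.00, the top of a 16-bit scanner, and they were checked to have like distributions within each tissue and day and different ones between them, so that each tissue and day was normalized separately. Image software, background correction and the log transformation are not stated. The table holds 41268 probes, of which 94 control probes were left out. Probe annotation gave 1 gene symbol to 31339 of the other 41174 probes, and 1185 symbols were updated through the accession of the probe's transcript. The number of value columns that belong to no sample was 0. Gene counts are counts of distinct symbols. Signal at the top of the scale limits upward changes of strong probes, and no background signal was used here.

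Computations were made in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The deposited log2 values were used without further transformation. Probes were kept when at or above the median of all values of a tissue and day in the majority of its arrays. Each dose set was fitted on its own, exposed against vehicle arrays, with limma's moderated test and Benjamini-Hochberg adjustment over the probes kept. DEGs had an unadjusted and an adjusted p under 0.05 and a fold change of at least 2 either way. pDEGs had an unadjusted p under 0.05 and a fold change of at least 1.5. The GEO2R-type calls used all gene probes, an adjusted p under 0.05 and no fold limit. The trend test regressed the log2 values of the 21 mice of a tissue and day (20 for the duodenum at day 91) on the dose step, each vehicle mouse being the mean of its arrays. The tissue difference is the interaction of exposure and tissue at 180 ppm. Dose-response models were fitted on grids of shape parameters and BMD, with the model choice and limits of the methods. The comparison of 3 with 3 arrays, the trend test, the interaction, camera and the dose-response fits were tested on simulated data with known changes.

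Of 9 gene lists written down beforehand (core clock, immediate-early, Nrf2 targets and glutathione, iron homeostasis, DNA damage response, cell cycle, skeletal muscle, cornified epithelium and mucous salivary gland genes), 4 to 23 genes per list passed the filter with 1 probe per gene, and each was tested per dose with camera of limma at its preset correlation of 0.01, two-sided, with adjustment over all lists and doses of a tissue and day. A list score of a mouse is the mean over the list of its difference from the vehicle mean; in the clock score, genes that fall and genes that rise together over the day are taken with opposite signs. Correlations across mice are given with permutation p-values.

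Genes are named by a rule: every mouse gene with a symbol in Supporting Information Table II (whose values had been seen); for the palate at both days and the duodenum at day 91 at 180 ppm, the 3 DEGs (pDEGs where there is none) with the largest rise and the 3 with the largest fall among those whose 3 exposed arrays all lie beyond all 3 vehicle arrays, with 1 probe per gene; for the duodenum at day 8 and the jejunum at 180 ppm, the largest rise and the largest fall by the same rule; and genes of the lists as list members. Other genes are marked as chosen after their values were seen.

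Mapping of samples, comparisons, tests, the naming rule, the gene lists and the alternatives were chosen before the data were examined, apart from tests marked as chosen after their result was seen. For the dose-response models, 1 alternative was added afterwards and is marked. The alternatives were: no probe filter; a filter on the mean; a second quantile normalization; vehicle arrays averaged per mouse; all groups of a tissue and day in one fit, with and without averaged vehicle arrays; the analysis of variance named in the methods, for 2 groups and for all groups; the replicate number as a block; the ratio of arithmetic means as fold change; 1 probe per gene; and leaving out each replicate in turn. Exposed and vehicle arrays share replicate numbers in the labels. Whether these pair the arrays was checked by correlating the deviations of same-numbered arrays from their group means: over 107 pairs in 36 comparisons the median r across probes was 0.36 (range -0.25 to 0.71), and in 25 of 36 comparisons every pair was over 0.1. Those 25 include the palate at 0.1, 1.4, 5 and 20 ppm on day 8 and at 0.1, 1.4 and 5 ppm on day 91, the duodenum at 20, 60 and 180 ppm on day 91, and the comparisons at 180 ppm in the duodenum at day 8 and the jejunum at both days.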

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

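Tests chosen only after the result was seen were the shuffles within replicate numbers, the regroupings below 180 ppm and the shuffled doses for the trend in the duodenum at day 8 and the jejunum, the division of the tissue draws by whether the duodenum's grouping was kept, and the division of regroupings by whether they part the pairs; the other tests of groupings in this part were set before.

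A difference between tissues stands out at 180 ppm: the change on exposure differed between palate and duodenum for 2534 genes at day 8 and 726 at day 91 in the limma interaction test. With the exposure labels redrawn within each tissue, 5 and 8 of 100 draws, the real one included, gave as many genes (highest other draw 2838 and 928), so this count alone does not exclude chance. The 4 and 7 other draws that reached the real count all kept the duodenum's own grouping of exposed and vehicle arrays, as did 13 and 8 draws in all. Without that grouping the highest draw gave 3 and 0 genes. The count therefore follows the grouping of the duodenum arrays. With the replicate number as a block the counts were 2767 and 650, and without duodenum exposed replicate 1 the count at day 91 was 483. Because the authors normalized each tissue separately, and because the tissues differ in which probes are expressed, these differences between tissues may in part be technical, which was not tested. A tissue difference in the response, which the design names, stays open as a hypothesis.

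Signals in data the paper does not report on were found in the duodenum at day 8 and in the jejunum. At 180 ppm limma called 2469 DEGs in the duodenum at day 8 (8698 of 19517 probes with an unadjusted p under 0.05), 908 in the jejunum at day 8 (6622 of 19853) and 1225 in the jejunum at day 91 (8085 of 19894). At 20 and 60 ppm it called 634 and 1415 in the duodenum at day 8, 96 and 757 in the jejunum at day 8, and 23 and 1342 in the jejunum at day 91. At 5 ppm on day 8 it called 108 in the duodenum (95 raised, 13 lowered), from the same mice whose immediate-early genes rose in the palate. At 0.1 ppm it called 1 in the jejunum at day 8 (Akr1c19, named after its value was seen). The count at 5 ppm fell to 41 with the replicate block, to 0 with the analysis of variance, to 29 and 30 without exposed replicates 1 and 3 and to 17, 34 and 7 without vehicle replicates 1, 2 and 3. Both jejunum counts at 20 ppm and that at 0.1 ppm were 0 with each of the 6 replicates left out in turn and with the replicate block, and those at 20 ppm also with the analysis of variance. At the other low doses limma called 0: at 0.1 and 1.4 ppm in the duodenum at day 8 (1705 and 1292 probes with an unadjusted p under 0.05), at 1.4 and 5 ppm in the jejunum at day 8 (1699 and 1584), and at 0.1, 1.4 and 5 ppm in the jejunum at day 91 (1039, 669 and 1474), and the analysis of variance for 2 groups called 0 there too. For all groups it called 58 and 20 in the duodenum and 41, 11, 0, 0 and 0 in the jejunum, and limma called 2 at 1.4 ppm in the duodenum without exposed replicate 3. Chance cannot be excluded by regrouping, because 3 arrays against 3 allow only 10 groupings: the real one was the highest of the 10 in each comparison with a DEG (count 1), and the highest other gave 0 DEGs. Where limma called 0, the count was 10 of 10, with a highest other of 0, or of 3 at 1.4 ppm in the jejunum at day 91. Same-numbered arrays pair in the 3 comparisons at 180 ppm. There the 3 other groupings that part all pairs and the 6 that keep a pair on the same side all gave 0 DEGs by limma. The largest changes in the duodenum at day 8 were Mboat1 (log2 fold change 4.93, SE 0.43, limma adjusted p = 0.00097) and Slc28a2 (-6.33, SE 0.35, limma adjusted p = 0.000731), in the jejunum at day 8 Mboat1 (3.68, SE 0.46, limma adjusted p = 0.0115) and Cubn (-4.30, SE 0.52, limma adjusted p = 0.0111), and in the jejunum at day 91 Mboat1 (3.74, SE 0.19, limma adjusted p = 0.000472) and Cubn (-6.55, SE 0.20, limma adjusted p = 0.000237), with 3 of 3 exposed arrays beyond all vehicle arrays. In the jejunum at day 8 the call of Mboat1 was lost with the analysis of variance for 2 groups (adjusted p of 0.0520, at the same log2 fold change) and without vehicle replicates 1, 2 and 3 (limma adjusted p = 0.0542, 0.0550 and 0.0505; range over its alternatives 4.14e-09 to 0.0550), where the log2 fold change stayed at 3.71, 3.66 and 3.66. The count in the jejunum at day 8 was 12, 0 and 273 without vehicle replicates 1, 2 and 3 and 338 with the analysis of variance. With leave-one-out the duodenum at day 8 gave 2200 to 2726 and the jejunum at day 91 gave 1023 to 1498. Over all doses, the trend test called 6226 genes in the duodenum at day 8 and, in a test not planned for this tissue, 4883 and 6400 in the jejunum at days 8 and 91. Shuffled doses gave as many in 1 of 100 orders, the real one included, in each of these 3 (highest other 3564, 23 and 2322). The same held within replicate numbers (highest other 4067, 3 and 4934). Chance orders of single mice are thus excluded for the trend. Differences between the dose groups other than dose are not, as the shuffles break up the groups. Without the arrays at 180 ppm the trend held for 3943 genes in the duodenum at day 8 and 2725 in the jejunum at day 8, and there for 3213 and 3196 without replicates 1 and 3. Exposure, the biological explanation that the design gives, is a hypothesis here. At day 8 the core clock score differed between dose groups without a steady course over dose. In order of dose it was -2.62, -2.52, -0.36, -2.53, -0.78 and -3.11 in the duodenum (vehicle mice 0, SD 0.65). In the jejunum it was -2.35, -2.25, -0.09, -1.97, -0.63 and -2.71 (vehicle mice 0, SD 0.63). Time of necropsy is not in the labels, so differences between the groups other than dose stay open at day 8. Each comparison rests on the same 3 vehicle mice as the other doses.

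A trend over the dose steps was found for 20 genes in the palate at day 91, which the paper's tests by dose do not report. Shuffling the doses over the mice gave as many genes in 1 of 100 orders, the real one included, with 1 gene in the highest other order. Chance orders of single mice are excluded at this count. These shuffles break up the dose groups, so differences between the groups other than dose are not excluded. At day 8 the real order gave 0 genes by limma (1617 probes with an unadjusted p under 0.05; ordinary regression 0) and 100 of 100 orders gave at least as many, with 1 in the highest other. In the duodenum at day 91 the real order gave 5757 genes, the highest of 100 (count 1; highest other 866). With the doses shuffled within replicate numbers, the counts of orders were 1, 100 and 1 of 100 for the palate at day 91 (highest other 0), the palate at day 8 (highest other 1) and the duodenum at day 91 (highest other 2778). The number of palate trend genes varied: it was 0, 0 and 2 genes by limma without replicates 1, 2 and 3 (957, 2174 and 980 probes with an unadjusted p under 0.05), which leaves 14 of 21 mice. It was 1 gene without the arrays at 180 ppm, 4 genes without the probe filter and 3 with ordinary regression. The rising genes, all named after their values were seen, were Nr1d1 (slope 0.25 log2 units per step), Nr1d2 (0.20), Insig1 (0.20), Bbc3 (0.11) and Trmt9b (0.07); among the falling ones C2cd4b (-0.25), Cxcl1 (-0.20) and H1f5 (-0.18) had the steepest slopes, and Exo1, Top2a, Tyms and Fbxo5 are genes of dividing cells. A shift in clock time between mice of different doses is a candidate explanation for Nr1d1 and Nr1d2, since time of day at necropsy is not in the labels; the tests under the other observations (r = 0.288 between palate and jejunum scores, rho = 0.061, and r = -0.229 without the 2 farthest mice) do not decide it. A response to dose stays open as a hypothesis.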

How the results depend on the processing

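The alternative with all 18 vehicle arrays and the probes of Supplementary Table III was chosen after the data were seen. The other settings were planned.

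Over 27 DEG counts (palate at each dose and day and at any dose, the duodenum at day 91 likewise, and the duodenum at day 8 and the jejunum at 180 ppm and at any dose), all 27 stayed within 1.5 times their value without the probe filter, with the filter on the mean, with the ratio of arithmetic means and with 1 probe per gene. Of them, 26 did with a second quantile normalization or averaged vehicle arrays, 24 with the replicate block, 23 with the analysis of variance for all groups, 22 with all groups in one fit, with or without averaged vehicle arrays, and 20 with the analysis of variance for 2 groups. Of 14 pDEG counts, 14 did so with the filter on the mean, a second quantile normalization, averaged vehicle arrays, the ratio of arithmetic means and 1 probe per gene. With all groups in one fit 13 did, and 13 with the analysis of variance for all groups. Without the probe filter 10 did, and 10 with all groups in one fit and averaged vehicle arrays. With the analysis of variance for 2 groups 8 did, and 7 with the replicate block. Of 39 entries of named genes, where a gene named in several comparisons counts once for each, none changed direction under these alternatives. With all groups in one fit 9 more passed the DEG limits, 7 with averaged vehicle arrays too and 8 with the analysis of variance for all groups, while 5 fell out with the analysis of variance for 2 groups and 3 (Fos, Egr1 and Atf3) with the replicate block. Causes were not tested except where named.

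With all groups in one fit, the palate at day 8 had 11 DEGs at 5 ppm, 2 at 20 ppm and 13 at any dose, the duodenum at day 91 had 1 at 5 ppm and 174 at 20 ppm, the palate had 301 pDEGs at 0.1 ppm on day 91, the GEO2R-type calls at day 8 were 21 at 5 ppm, 1 at 20 ppm and 22 at any dose, and the DEGs per mouse of the duodenum averaged 1 at 5 ppm, 146 at 20 ppm and 815 at 180 ppm. This fit draws its spread from 12 groups in place of 2. With averaged vehicle arrays as well, the palate had 11 DEGs at 5 ppm and at any dose on day 8 and 2 at 60 ppm and at any dose on day 91, the duodenum at 20 ppm had 198 (157 per mouse), pDEGs at day 91 were 257, 115, 27 and 35 at 0.1, 1.4, 20 and 180 ppm, and the GEO2R-type calls at day 8 were 12 at 5 ppm and at any dose.

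With the analysis of variance for 2 groups, the palate at day 8 had 0 DEGs at 5 ppm and at any dose. The duodenum at day 91 had 5 at 20 ppm, 425 at 180 ppm and 640 at any dose, and 5, 494 and 401 per mouse at 20, 60 and 180 ppm, and the jejunum at day 8 had 338 at 180 ppm and 823 at any dose. Its pDEG counts were 38, 94 and 117 at 0.1, 1.4 and 180 ppm on day 8 and 40, 159 and 20 at 0.1, 5 and 20 ppm on day 91, the GEO2R-type calls at day 8 were 1 at 5 ppm and at any dose, and pairs of vehicle sets had a median of 3 pDEGs in the palate and 57 in the duodenum at day 91. With the analysis of variance for all groups, the palate at day 8 had 11 DEGs at 5 ppm and at any dose, the duodenum at day 91 had 1 at 5 ppm and 169 at 20 ppm (1, 142 and 807 per mouse at 5, 20 and 180 ppm), the palate had 296 pDEGs at 0.1 ppm on day 91, and the GEO2R-type calls at day 8 were 19, 1 and 20 at 5 ppm, at 20 ppm and at any dose.

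With the replicate block, the palate at day 8 had 0 DEGs at 5 ppm and at any dose, the duodenum at 20 ppm on day 91 had 0, pDEGs were 118, 315, 271, 450 and 1039 at 0.1, 5, 20 and 180 ppm and at any dose on day 8 and 193 and 84 at 0.1 and 180 ppm on day 91, the GEO2R-type calls at day 8 were 0 at 5 ppm and at any dose, pairs of vehicle sets had a median of 6 pDEGs in the palate at day 8, and the DEGs per mouse were 0 at 20 ppm and 578 at 180 ppm. The block takes 2 of the 4 residual degrees of freedom. Among gene lists it ended 1 call in the palate at day 8, 3 at day 91 and 2 in the duodenum. At 60 and 180 ppm on day 8 and at 20, 60 and 180 ppm on day 91 in the palate, and at 0.1 and 5 ppm in the duodenum on day 91, at least 1 pair of same-numbered arrays had a correlation of 0.1 or less, so there the arrays share a number only.

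With a second quantile normalization the duodenum at 20 ppm had 21 DEGs (21 per mouse), and with averaged vehicle arrays 118 (98.3 per mouse). Without the probe filter, pDEGs were 136 at 0.1 ppm on day 8 and 86, 80 and 96 at 20, 60 and 180 ppm on day 91, the trend at day 91 held for 4 genes, and the DEGs per mouse were 25 at 20 ppm and 576 at 180 ppm. Other DEGs per mouse were 34.7 at 20 ppm with the filter on the mean, 33.3 with the ratio of arithmetic means, 29.3 and 665 at 20 and 180 ppm with 1 probe per gene, and 651 at 180 ppm against the mean of all vehicle arrays. Dose-responsive genes at days 8 and 91 were 54 and 44 from the pDEGs of the analysis of variance, 51 and 39 from the probes of Supplementary Table III, and 44 and 36 from these with all 18 vehicle arrays, and fewer probes were fitted in each. The trend at day 91 held for 3 genes with ordinary regression. Without the arrays at 180 ppm it held for 1 gene in the palate at day 91, for 3943 genes in the duodenum at day 8 (6226 with them) and for 2725 in the jejunum at day 8 (4883 with them). With an estimated correlation, 0, 0 and 0 gene lists were called in the palate at days 8 and 91 and the duodenum at day 91.

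Leaving out 1 replicate leaves 2 arrays in a group, except in the duodenum set at 1.4 ppm on day 91. Leaving out replicate 2 or 3 leaves 1 array in a group there, and the counts at any dose for that tissue and day include that fit. DEG counts were then 0 at 5 ppm and at any dose in the palate at day 8; 0 to 2, 409 to 1148, 179 to 1229 and 458 to 1538 at 20, 60 and 180 ppm and at any dose in the duodenum at day 91, and 0 to 1122 at 180 ppm and 722 to 1327 at any dose in the jejunum at day 8. DEGs per mouse were 0 to 2, 379 to 803 and 178 to 829 at 20, 60 and 180 ppm. pDEG counts were 64 to 180, 134 to 314, 118 to 268, 173 to 319, 95 to 236, 125 to 526 and 750 to 1085 in order of dose and at any dose on day 8, and 55 to 471, 127 to 348, 147 to 386, 30 to 161, 41 to 149, 60 to 184 and 537 to 902 on day 91. GEO2R-type calls at day 8 were 0 at 5 ppm and at any dose. The trend held for 0 to 2 genes in the palate and 3704 to 5179 in the duodenum at day 91 and 3196 to 3743 in the jejunum at day 8. The tissue difference at day 91 held for 483 to 599 genes. In the duodenum at day 91, 5 and 2 gene lists were called without exposed and vehicle replicate 1, in 45 tests that leave out 1.4 ppm. Its list counts without replicates 2 and 3 are not given, as they include fits with 1 array in a group. The mean of the skeletal muscle genes reversed: its range was -0.67 to 1.35, -0.46 to 1.46 and -0.0311 to 1.81 at 0.1, 1.4 and 5 ppm on day 8, with the negative values without vehicle replicate 2, and -0.47 to 1.29, -0.13 to 1.55 and -1.04 to 0.65 at 20, 60 and 180 ppm on day 91. At day 91 the sign changed at 20 ppm without exposed replicate 1 and without vehicle replicate 3, at 60 ppm without vehicle replicate 3 and at 180 ppm without vehicle replicate 2.

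The duodenum at day 8 and the jejunum have 15 DEG counts below 180 ppm. All groups in one fit gave 59, 22 and 186 in the duodenum at 0.1, 1.4 and 5 ppm, 54, 45, 13 and 251 in the jejunum at 0.1, 1.4, 5 and 20 ppm on day 8 and 210 at 20 ppm on day 91. In the same order, averaged vehicle arrays as well gave 40, 11, 176, 43, 36, 4, 256 and 213, and the analysis of variance for all groups 58, 20, 172, 44, 41, 11, 242 and 205. Averaged vehicle arrays alone gave 1 in the duodenum at 0.1 ppm, 4, 1 and 222 in the jejunum at 0.1, 1.4 and 20 ppm on day 8 and 156 at 20 ppm on day 91. For 2 groups the analysis of variance gave 0 in the duodenum at 5 ppm and 0 in the jejunum at 20 ppm on both days. The replicate block gave 41 in the duodenum at 5 ppm and 0 in the jejunum at 0.1 and 20 ppm on day 8 and at 20 ppm on day 91. Without the probe filter the jejunum at day 8 had 0 at 0.1 ppm and 62 at 20 ppm, and with 1 probe per gene the jejunum had 0 at 0.1 ppm on day 8 and 36 at 20 ppm on day 91. Leaving out 1 replicate gave 0 to 2 and 7 to 102 in the duodenum at 1.4 and 5 ppm, and 0 in the jejunum at 0.1 and 20 ppm on day 8 and at 20 ppm on day 91. Signal limits the results in both directions: up to 371 probes of a palate array lie at the top of the scale, and with a median SD between exposed mice of 0.23 and 0.19 log2 units in the palate at days 8 and 91, changes of 1.5 log2 units were found as DEGs for 64% of simulated probes at day 8. Many probes were changed at once in that simulation, so the percentage does not apply where few probes change.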

Differences from the paper's values

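No test in this part was chosen after the values were seen, except the added alternative for the dose-responsive genes. Numbers of settings count the alternatives set before the data were examined.

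For the palate at day 8 the paper gives 14 DEGs and 16 probes, and limma called 3 and 3. Of 17 alternatives, 3 lie within 1.5 times the paper's counts: all groups in one fit (13 genes, 17 probes), the same with averaged vehicle arrays (11 and 13) and the analysis of variance for all groups (11 and 15). The other 14 do not. These 3 settings call 14, 11 and 13 of the 16 probes listed in Supporting Information Table II. At day 91 the paper gives 1 DEG and 1 probe, Nr1d1 at 60 ppm, in its results on individual genes; limma called 0 and 0 (644 probes with an unadjusted p under 0.05 at that dose), and none of 17 alternatives comes within 1.5 times the paper's count. All groups in one fit with averaged vehicle arrays calls Nr1d1 at 60 ppm (limma adjusted p = 0.0472) and C2cd4b, 2 genes and 2 probes.

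For pDEGs at day 91 the paper gives 294 genes and 345 probes, where limma called 500 and 642. For the genes, 1 of 17 alternatives lies within 1.5 times the paper's count, the analysis of variance for 2 groups (347). For the probes 2 do, that analysis of variance (428) and 1 probe per gene (445). A near count is not a like list: of the 461 listed calls, the analysis of variance for 2 groups shares 225 and that for all groups 399.

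By dose, the paper's Supplementary Table III holds 41, 91, 108, 75 and 129 pDEGs at 0.1, 1.4, 20, 60 and 180 ppm on day 8, where limma called 74, 153, 169, 126 and 220. Of 17 alternatives per dose, those within 1.5 times the paper's count are, at 0.1 ppm, the analysis of variance for 2 groups (38) and 1 probe per gene (58). At 1.4 ppm they are these (94 and 118) and leaving out exposed replicate 3 (134), and at 20 ppm these 2 (114 and 140). At 60 ppm they are these 2 (94 and 110) and leaving out exposed replicate 1 (95), and at 180 ppm these 2 (117 and 184), leaving out exposed replicate 3 (186) and leaving out vehicle replicate 2 (125). For day 91 that table holds 55, 147, 13 and 31 pDEGs at 1.4, 5, 20 and 180 ppm, where limma called 195, 285, 45 and 54. At 1.4 and 20 ppm no alternative comes within 1.5 times the paper's count. At 5 ppm the analysis of variance for 2 groups (159) and leaving out exposed replicate 3 (147) or vehicle replicate 2 (164) do. At 180 ppm averaged vehicle arrays (44), the same with all groups in one fit (35), the analysis of variance for 2 groups (38) and for all groups (45) and 1 probe per gene (46) do. The other alternatives do not.

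The paper gives 36 and 31 dose-responsive pDEGs at days 8 and 91, where 99 and 71 were found. Of 5 alternatives set beforehand, 2 lie within 1.5 times the paper's counts at each day: the pDEGs of the analysis of variance (54 and 44) and the probes of Supplementary Table III (51 and 39). All 18 vehicle arrays as single values, the vehicle arrays of the highest dose set and a goodness of fit over 0.05 do not. The probes of Supplementary Table III with all 18 vehicle arrays, a setting chosen after seeing the values, give 44 and 36, and this drops 4 of the 34 distinct genes that Supplementary Table IV lists at day 8 and 3 of 30 at day 91.

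For the duodenum at 20 ppm on day 91 the paper shows about 90 DEGs in Fig. 3, read by eye, where limma called 33. Of 17 alternatives only averaged vehicle arrays (118) lie within 1.5 times that value.

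After these values, 1 statement of the paper differs in itself: its text on individual genes counts a DEG at day 91 and its discussion counts none. The value here is 0 by limma and by the analysis of variance for 2 groups.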

Other observations

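Tests chosen only after the result was seen were those of low vehicle arrays and of growth with dose for the immediate-early genes, of growth with dose for the clock genes, of variation between mice for the pDEGs, of the exposed mice at lower against higher doses for the lowered pDEGs, the shuffles within replicate numbers, the division of regroupings by whether they part the pairs, and the criterion for the fits of Supplementary Table IV. The other tests were set before.

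Immediate-early genes rose together in the palate at 5 ppm on day 8: the list mean was 1.04 log2 units above the vehicle arrays of the set (median 0.76, 23 genes, camera adjusted p = 4.17e-37, and 0.0756 with an estimated correlation), and 9 of the 25 genes of the list are in Supporting Information Table II, which was made from these arrays. The rise is not carried by 1 mouse, as the lowest of the 3 exposed mice had a list mean of 1.06 against the vehicle mice (others 1.13 and 1.19; vehicle mice -0.08 to 0.10). Low vehicle arrays of this set do not account for it, as the shift against the averaged vehicle mice was 109% of that against the set's own arrays. A response that grows with dose is excluded, with a shift of -0.0856 at 180 ppm. The same 3 mice had higher list means in the duodenum (0.18, 0.52 and 0.53) and the jejunum (0.21, 0.31 and 0.56) too, and the larger of the tissue shifts, 0.41 log2 units, is consistent with a state of the whole mouse at necropsy, such as handling or time to death, that its tissues share. A response of the mice at 5 ppm alone stays open, since the times of necropsy are not in the labels.

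Core clock genes shifted in the palate at day 91. Of the 17 genes of the list, 1 (Nr1d1) is in Supporting Information Table II, which was made from these arrays, and the palate score rests on 7 genes. Over 21 mice the clock score rose with the dose step (r = 0.670, permutation p = 0.00084, adjusted p = 0.00291 over 11 relations; rho = 0.653, permutation p = 0.00207, adjusted 0.00759; r = 0.705 without the 2 farthest mice), and at day 8 r was 0.368 (permutation p = 0.101; rho = 0.311; 0.5681 without the 2 farthest). The cell cycle list fell with the dose step at day 91 (r = -0.677, permutation p = 0.00106, adjusted 0.00291; rho = -0.661, permutation p = 0.00149; -0.814 without the 2 farthest) and less so at day 8 (r = -0.345, permutation p = 0.125; rho = -0.330; -0.332 without the 2 farthest). Clock score and cell cycle list were related at day 91 (r = -0.580, permutation p = 0.00589, adjusted 0.0130; rho = -0.553, permutation p = 0.0106; -0.456 without the 2 farthest). If necropsy time were the source, the scores of a mouse's tissues would move together. Between palate and jejunum of exposed mice r was 0.288 at day 91 (n = 15, permutation p = 0.295; rho = 0.061, permutation p = 0.831; -0.229 without the 2 farthest mice) and 0.428 at day 8 (n = 18, permutation p = 0.0764; rho = 0.503; 0.286 without the 2 farthest). Between palate and duodenum r was 0.520 at day 91 (n = 14, permutation p = 0.0514; rho = 0.3802; 0.127 without the 2 farthest) and 0.429 at day 8 (permutation p = 0.0768; rho = 0.459; 0.274 without the 2 farthest). Between duodenum and jejunum it was 0.813 at day 91 (n = 17, permutation p = 8.00e-05; rho = 0.596; 0.684 without the 2 farthest) and 0.980 at day 8 (permutation p = 1e-05, the smallest that the resamples can give; rho = 0.973; 0.969 without the 2 farthest). The r of 0.288 for palate and jejunum, on which the test was set beforehand, lies between the values that would decide, so a shift with necropsy time and a shift with dose cannot be told apart in the palate. It rests on 2 mice, and rho and the r without them speak against necropsy time, though the test was not set on these. The growth with dose is met by the data but could also arise if the dose groups were killed in order of dose.

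At the preset correlation, camera called 31 of 54 list and dose combinations in the palate at day 8 (16 raised, 15 lowered), 12 at day 91 (5 and 7) and 7 in the duodenum at day 91 (7 and 0). Of these, 0 hold with an estimated correlation. At day 8 the cell cycle genes were lowered at 0.1, 1.4, 20, 60 and 180 ppm (list means -0.31, -0.25, -0.38, -0.42 and -0.25; at 1.4 and 180 ppm not called without vehicle replicate 1, adjusted p = 0.0936 and 0.0956 by camera of limma). The core clock genes were lowered at 0.1, 1.4 and 180 ppm (-0.48, -0.55 and -0.34; not called at 1.4 ppm without vehicle replicate 2, -0.46, nor at 180 ppm without exposed replicates 1 and 2, -0.21 and -0.30, or vehicle replicates 2 and 3, -0.23 and -0.26). The Nrf2 targets and glutathione genes were lowered at 0.1, 1.4, 20, 60 and 180 ppm (-0.14, -0.14, -0.22, -0.13 and -0.20; not called without exposed replicate 1 at 0.1 ppm, -0.07, and 1.4 ppm, -0.13, or without vehicle replicate 1 at 1.4 ppm, -0.14). The DNA damage response genes were raised at 0.1, 1.4, 5, 20 and 60 ppm (0.13, 0.14, 0.17, 0.15 and 0.15; not called at 0.1 ppm with the replicate block, nor without exposed replicates 2 and 3, 0.12 and 0.09, or vehicle replicates 1 and 3, 0.10 and 0.13, at 1.4 ppm without vehicle replicate 1, 0.09, and at 20 ppm without exposed replicates 2 and 3, 0.14 and 0.13, or vehicle replicate 1, 0.12). The immediate-early genes were lowered at 0.1 and 60 ppm (both -0.16; at 60 ppm not called without vehicle replicate 2, -0.11). The mucous salivary gland genes were raised at 0.1, 1.4, 20 and 180 ppm (0.67, 0.75, 0.96 and 0.80; not called without vehicle replicate 1 at 0.1, 1.4 and 180 ppm, 0.51, 0.66 and 0.66, nor without exposed replicate 1 at 0.1 ppm, 0.57, and exposed replicate 3 at 1.4 ppm, 0.59). The skeletal muscle genes were raised at all 6 doses (0.54, 0.71, 1.09, 1.10, 1.08 and 0.95), and at each dose the call was lost without vehicle replicate 2 or its direction reversed (-0.67, -0.46, -0.03, 0.00, 0.06 and 0.13); it was lost at 0.1 ppm without exposed replicates 1 and 3 (0.15 and 0.12), at 1.4 and 5 ppm without exposed replicate 3 (0.07 and 0.66) and at 180 ppm without exposed replicate 2 (0.50). The iron homeostasis genes were called at no dose in either tissue, and the cornified epithelium genes at no dose on day 8.

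In the palate at day 91 the cell cycle genes were raised at 0.1 and 1.4 ppm (0.15 and 0.24) and lowered at 20, 60 and 180 ppm (-0.17, -0.21 and -0.29); the call at 0.1 ppm was lost with the replicate block and without exposed replicate 2 (0.05) and vehicle replicate 2 (0.10). The mucous salivary gland genes were lowered at 1.4 and 5 ppm (-0.96 and -0.58; at 5 ppm lost without exposed replicates 1 and 3, -0.62 and -0.24, and vehicle replicates 1 and 2, -0.52 and -0.34), the skeletal muscle genes were lowered at 5 ppm (-1.04; lost without exposed replicate 1, -0.81, and vehicle replicate 2, -0.12) and raised at 60 ppm (0.66; lost without exposed replicates 1 and 3, 0.47 and 0.52, and vehicle replicate 1, 0.57, and reversed without vehicle replicate 3, -0.13), the Nrf2 targets and glutathione genes raised at 1.4 ppm (0.14; lost with the replicate block and without exposed replicate 1, 0.13, and vehicle replicate 2, 0.10), the cornified epithelium genes raised at 1.4 ppm (0.18; lost without exposed replicate 1, 0.18), and the immediate-early genes lowered at 60 ppm (-0.14; lost with the replicate block and without exposed replicate 3, -0.10, and vehicle replicate 3, -0.09). In the duodenum the cell cycle genes were raised at 1.4, 60 and 180 ppm (0.41, 0.79 and 0.81) and the Nrf2 targets and glutathione genes at 0.1, 5, 20 and 180 ppm (0.20, 0.17, 0.33 and 0.44; the calls at 5 and 180 ppm were lost with the replicate block, and each of the 4 was lost without exposed replicate 2, 0.18, 0.04, 0.27 and 0.46, and without vehicle replicate 1, 0.17, 0.14, 0.28 and 0.41, that at 5 ppm also without vehicle replicate 2, 0.12, and that at 180 ppm without exposed replicate 1 and vehicle replicate 2, 0.41 and 0.41). The DNA damage response and core clock genes were called at no dose at day 91. The core clock list holds genes that rise and genes that fall together over the day, so a clock shift can cancel in this list test. The clock score of the palate at day 91, which takes them with opposite signs, was 0.99 (SD 0.29) at 60 ppm and 0.92 (SD 0.56) at 180 ppm. The same limit holds for the core clock calls at day 8.

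Regrouping the 6 arrays of a dose set cannot exclude chance for these lists, as 10 groupings are too few. In the palate at day 8 the real grouping called 7, 6, 3, 5, 5 and 5 lists in order of dose (highest other grouping 5, 4, 4, 5, 4 and 3; groupings with as many 1, 1, 7, 2, 1 and 1), at day 91 1, 4, 2, 1, 3 and 1 (3, 3, 4, 3, 4 and 3; 9, 1, 4, 9, 2 and 8), and in the duodenum at 0.1, 5, 20, 60 and 180 ppm 1, 1, 1, 1 and 2 (2, 3, 2, 2 and 4; 8, 8, 7, 7 and 4).

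The same holds for the counts of genes. For DEGs and GEO2R-type calls in the palate, limma's real count of 0 (unadjusted counts as given with the results) was reached in 10 of 10 groupings at each dose and day other than 5 ppm on day 8, with 0 in the highest other; at 5 ppm on day 8 the real count of 3 was the highest of 10 (count 1; highest other 1, for both kinds of call). In the duodenum at day 91 the real counts of 33, 811 and 776 were the highest of 10 at 20, 60 and 180 ppm (count 1; highest other 0), while 10 of 10 groupings reached the real 0 of limma at 0.1 ppm (highest other 18) and at 5 ppm (highest other 0). For pDEGs the number of groupings with at least the real count was 8, 4, 7, 7, 7 and 4 of 10 at day 8 (highest other 681, 414, 646, 453, 353 and 529) and 5, 3, 1, 7, 7 and 6 at day 91 (highest other 524, 333, 144, 208, 511 and 611). Other groupings thus call several times the real pDEG count at many doses, which points to a structure of the arrays other than exposure. Where same-numbered arrays pair, the groupings that part all pairs, as the real one does, gave fewer: the 3 others reached at most 274, 95, 29 and 135 pDEGs at 0.1, 1.4, 5 and 20 ppm on day 8 (real 74, 153, 129 and 169) and 24, 50 and 81 at 0.1, 1.4 and 5 ppm on day 91 (real 124, 195 and 285). The 6 groupings that keep a pair on the same side reached 681, 414, 646 and 453 on day 8 and 524, 333 and 144 on day 91. The real count was thus the highest of the 4 alike groupings except at 0.1 ppm on day 8, but 4 groupings cannot exclude chance. Among DEGs, the 3 others that part all pairs gave 0 at 5 ppm on day 8 in the palate and at 20, 60 and 180 ppm in the duodenum.

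The palate pDEGs were weighed against technical explanations. Variation from array to array alone is excluded, since pairs of vehicle sets gave at most 13 pDEGs at day 8 and 16 at day 91, and at most 22 and 31 with the replicate block, which fits pairs with the same mice on both sides; the lowest counts of the exposed sets were 74 and 45, and 118 and 50 with the block. A varying share of muscle in the sampled tissue is excluded for most of them: a median of 2.94% of pDEG probes at day 8 and 0% at day 91 were correlated over 0.7 with the skeletal muscle genes across mice, where 2.81% and 1.74% of all probes were. All 20 of these genes pass the filter in the palate. For the mucous salivary gland genes the median was 22.0% at day 8 (range over doses 0.599% to 31.3%, all probes 3.34%) and 4.17% at day 91 (all probes 1.52%), and for the cell cycle genes 12.6% (1.33%) and 10.1% (1.56%). At day 91 the percentage for the gland genes was 7.80%, 12.5% and 6.98% at 0.1, 1.4 and 5 ppm, with list shifts of -0.96, -0.96 and -0.56 log2 units. At 20, 60 and 180 ppm it was 1.37%, 0% and 0%, with shifts of -0.53, -0.01 and -0.03. A varying share of gland in the dissected palate is a candidate explanation for part of the pDEGs at day 8. It is one too for a small part of those at 0.1, 1.4 and 5 ppm on day 91. Groups simulated without an effect of exposure, with the vehicle mice shared as in the study, gave a median of 251 pDEGs at day 8 (range 208 to 299) and 174 at day 91 (139 to 214), against 74 to 220 and 45 to 285 in the real sets. This simulated range rests on an assumed spread between mice, so variation between mice and an effect of exposure cannot be told apart from it.

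The pDEGs at 0.1, 1.4 and 5 ppm on day 91 were mostly lowered (120 of 124, 174 of 195 and 259 of 285), as were 37 of 45 at 20 ppm. Supplementary Table III of the paper holds 14, 29, 18 and 8 raised and 123, 35, 146 and 7 lowered probes at 0.1, 1.4, 5 and 20 ppm, where limma called 6, 23, 28 and 10 raised and 135, 221, 320 and 63 lowered probes. If deviating vehicle mice were the source, the probes lowered at 5 ppm would be lowered at all doses. The 320 probes had mean log2 fold changes of -0.80, -0.58, -0.86, -0.11, -0.02 and -0.23 in order of dose, and in simulated unchanged groups that share the vehicle mice -0.33 (range -0.40 to -0.28). A shared deviation as the whole source would lower all exposed mice alike, and the values speak against it. The fold changes of the 6 mice at 0.1 and 1.4 ppm lay under those of the 9 mice at 20, 60 and 180 ppm (difference -0.573, exact permutation p = 0.00539, ranges -1.35 to -0.14 and -0.58 to 0.20). The values of the exposed arrays alone differed by -0.582 (exact permutation p = 0.0046). Both p-values take single mice as independent, which mice of the same dose group may not be. The mice at 5 ppm were left out, as the probes were picked there. For a shared deviation as part of the source, the test set beforehand asked for values at both 60 and 180 ppm; -0.02 at 60 ppm speaks against it and -0.23 at 180 ppm decides neither way, so a part from it and an effect at the lower doses cannot be told apart. Differences between the mice other than exposure stay open too. The simulated percentage of lowered pDEGs at day 91 ranged from 41.4% to 63.1%.

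In the duodenum at day 91 more DEGs were called at 60 than at 180 ppm. Saturated probes could hide changes at the higher dose, but only 3.06% of the DEG probes at 60 ppm had an exposed array at the top of the scale, and that share does not decide whether the counts differ, since they lie within the leave-one-out ranges of each other (409 to 1148 and 179 to 1229).

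Dose-responsive genes in the palate were weighed against chance curve fits: 25 of 41 orders at day 8 (real order 131 genes, highest other 464) and 26 of 41 at day 91 (64 and 371) gave at least as many genes as the real order. These orders ignore the replicate numbers, and their counts were higher (median 157.5 and 83 genes, against 105.5 and 43.5 with the doses shuffled within replicate numbers). Within replicate numbers 17 of 41 orders at day 8 (highest other 434) and 17 of 41 at day 91 (highest other 404) gave at least as many, so chance cannot be excluded. For the linear fits of Supplementary Table IV, 17 of 17 goodness-of-fit p-values were met with all 18 vehicle arrays as single values, against 2 of 17 with averaged vehicle mice and 4 of 17 with the vehicle arrays of the highest dose set. This is consistent with curves fitted to all vehicle arrays as single values, with the tolerance set after the values were seen. An earlier criterion for the same test, a median difference over 0.1 with averaged vehicle mice, was not met (0.062) and left the test undecided before it was replaced.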
